# The long non-coding RNA *Paupar* regulates the expression of both local and distal genes

**DOI:** 10.1002/embj.201386225

**Published:** 2014-02-01

**Authors:** Keith W Vance, Stephen N Sansom, Sheena Lee, Vladislava Chalei, Lesheng Kong, Sarah E Cooper, Peter L Oliver, Chris P Ponting

**Keywords:** CHART, CNS, lncRNA, PAX6, transcription

## Abstract

Although some long noncoding RNAs (lncRNAs) have been shown to regulate gene expression in *cis*, it remains unclear whether lncRNAs can directly regulate transcription in *trans* by interacting with chromatin genome-wide independently of their sites of synthesis. Here, we describe the genomically local and more distal functions of *Paupar*, a vertebrate-conserved and central nervous system-expressed lncRNA transcribed from a locus upstream of the gene encoding the PAX6 transcription factor. Knockdown of *Paupar* disrupts the normal cell cycle profile of neuroblastoma cells and induces neural differentiation. *Paupar* acts in a transcript-dependent manner both locally, to regulate *Pax6*, as well as distally by binding and regulating genes on multiple chromosomes, in part through physical association with PAX6 protein. *Paupar* binding sites are enriched near promoters and can function as transcriptional regulatory elements whose activity is modulated by *Paupar* transcript levels. Our findings demonstrate that a lncRNA can function in *trans* at transcriptional regulatory elements distinct from its site of synthesis to control large-scale transcriptional programmes.

## Introduction

The resolution of two key questions would greatly improve our understanding of the functions of long noncoding RNAs (lncRNAs; ≥200 nucleotides). First, is it more often the RNA product or else the act of transcription that conveys lncRNA function? Second, is any given lncRNA more likely to control transcription locally (in the vicinity of its locus) or else more distally in the genome?

A number of lncRNAs have been shown to regulate transcription of neighbouring genes on the same chromosome in an apparent *cis*-acting mechanism (Lai *et al*, 2013; Melo *et al*, 2013; Wang *et al*, 2011). These lncRNAs appear to function near their site of synthesis, in either an RNA-dependent manner to mediate looping onto the promoter regions of their transcriptional targets, or by using RNA-independent mechanisms to locally alter chromatin status. By contrast, lncRNA transcripts have also been proposed to regulate gene expression in *trans*, without influencing transcription of their genomically neighbouring genes (Guttman *et al*, 2011; Hung *et al*, 2011). *Trans-*acting lncRNAs include p53-induced lncRNAs involved in mediating the DNA damage response (Huarte *et al*, 2010; Hung *et al*, 2011), lncRNAs transcribed from within the promoters of cell cycle genes (Hung *et al*, 2011), lncRNAs that function in the control of pluripotency and lineage differentiation (Guttman *et al*, 2011) and those that are regulators of dosage compensation (Chu *et al*, 2011; Simon *et al*, 2011). Other examples include *Evf-2* which binds and modulates the activity of the homeodomain containing transcription factor Dlx2 (Feng *et al*, 2006), and *Hotair*, a lncRNA transcribed from the *HoxC* locus, which regulates the activity of *HoxD* cluster genes in *trans* and interacts with chromatin at over 800 regions genome-wide (Chu *et al*, 2011; Rinn *et al*, 2007). LncRNAs therefore have the potential to interact with chromatin and specifically target multiple different loci genome-wide.

LncRNA loci that are transcribed in the developing mouse central nervous system (CNS) show a preference to be located adjacent to transcription factor genes and thus may regulate their transcription (Ponjavic *et al*, 2009). Here, we investigate the transcriptional function of a CNS expressed, unspliced, and chromatin-associated intergenic lncRNA termed *Paupar* that is divergently transcribed 8.5 kb upstream of *Pax6*. *Paupar* was prioritised for detailed experimental investigation from among those we catalogued previously (Ponjavic *et al*, 2009) owing to the atypical evolutionary conservation of its sequence and transcription and because of its physical proximity to the transcription factor *Pax6*.

*Pax6* is required for eye and diencephalon specification and is known to control progenitor cell potency, progenitor cell proliferation, neuronal cell sub-type specification and spatial patterning in a dosage-sensitive manner (Georgala *et al*, 2011; Hill *et al*, 1991; Sansom *et al*, 2009; Shaham *et al*, 2012). Heterozygous human *PAX6* mutations can result in aniridia and in a variety of structural brain abnormalities that closely resemble those seen in *Small eye* (*sey*) mice heterozygous for *Pax6* mutations (Georgala *et al*, 2011; Hingorani *et al*, 2012). The proximity of the *Paupar* gene to *Pax6* suggested to us that it may be involved in the spatiotemporal control of *Pax6* expression and hence that it may be important for nervous system development and neurological disease.

Our results demonstrate functions for *Paupar* in the control of growth and differentiation in neural cells. In addition to conveying these functions locally, via transcriptional regulation of *Pax6*, we unexpectedly discovered that *Paupar* also functions distally in *trans* to control neural gene expression on a large scale. We mapped genome-wide *Paupar* occupancy in N2A neuroblastoma cells and identified hundreds of genes that are both bound and regulated by *Paupar*. We discovered that the *Paupar* transcript physically associates with PAX6 protein and that *Paupar* and PAX6 co-occupy specific genomic binding sites. Our results also revealed that *Paupar* associates in *trans* with functional elements involved in transcriptional control and that the *Paupar* transcript can modulate these elements’ activity. Our data therefore demonstrate that a single lncRNA transcript can bind and regulate the activity of multiple transcriptional regulatory elements on different chromosomes distinct from its site of synthesis.

## Results

### Conserved *Paupar* genomic organisation and transcription

RNA polymerase II-transcribed, CNS-expressed mouse lncRNAs tend to be evolutionarily constrained and to be preferentially located adjacent to transcriptional regulatory genes in the genome (Ponjavic *et al*, 2009, 2007). One of these lncRNAs (GenBank: AK032637), which we term *Paupar* (Pax6 Upstream Antisense RNA), is a single exon lncRNA transcribed from 8.5 kb upstream of the *Pax6* gene in mouse which lies entirely within the first intron of *Pax6os1*, a previously defined non-coding *Pax6* natural antisense transcript locus (Fig1A; Alfano *et al*, 2005). Rapid amplification of cDNA ends (RACE) experiments in mouse neuroblastoma cells extended AK032637 by approximately 700 bp at the 5′ end revealing mouse *Paupar* to be a 3.48 kb transcript (Fig1B). The *Paupar* locus contains two regions of high DNA sequence conservation across diverse vertebrates that unusually include fish and birds as well as mammals (Fig1B). The first of these regions lies just 5′ upstream of the *Paupar* transcriptional start site and is likely to contain this transcript's promoter sequence. The second lies within the transcribed sequence and encompasses both a previously identified *Pax6* neuroretina enhancer element (Plaza *et al*, 1999) and a region of the transcript that we predicted to contain a stem loop secondary structure (Ponjavic *et al*, 2009). The orthologous human transcript, transcribed from 8.6 kb upstream of the human *PAX6* gene, was identified in foetal brain using RT-PCR and RACE and shows three regions of high sequence identity to its mouse orthologue (Fig1C). *Paupar* transcripts are known from dog, as well as from more distantly related vertebrates, frog and zebrafish (Fig1C). *Paupar* therefore is unusual in exhibiting higher degrees of sequence and transcriptional conservation than most lncRNA loci (Cabili *et al*, 2011; Marques & Ponting, 2009; Ulitsky *et al*, 2011).

**Figure 1:**
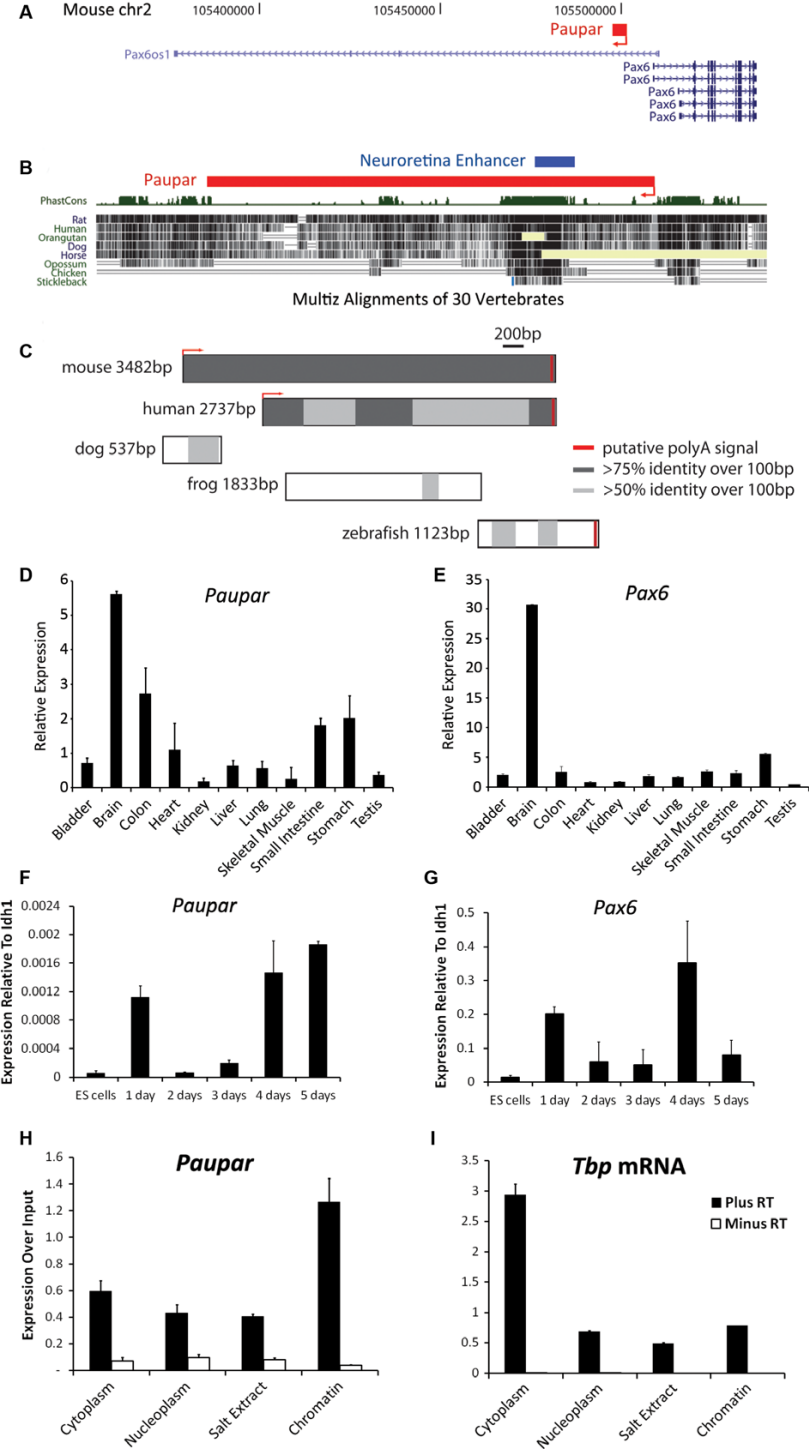
Conservation and expression of *Paupar*

A Schematic illustration of the mouse *Pax6* genomic territory displaying coding and non-coding transcript structures (NCBI37/mm9).

B A detailed view of the mouse *Paupar* locus (red) indicating regions of vertebrate DNA sequence conservation and the location of sequence (blue) that, in human and quail, is a *Pax6* neuroretina enhancer (Plaza *et al*, 1999).

C Conservation and relative sizes of identified *Paupar* transcripts in vertebrates. For human and mouse *Paupar*, transcript start sites (arrows) and transcript ends were confirmed by RACE (primer sequences in Supplementary Table 1). The identified orthologous ESTs from dog (DN871729), frog (CX414799, DN054151 and DN054152), and zebrafish (CT684153 and CT684154) are unlikely to represent full-length transcripts. Each of these *Paupar* orthologues displays conserved genomic location and transcriptional orientation relative to *Pax6*.

D, E *Paupar* is a brain-expressed lncRNA. *Paupar* (D) and *Pax6* (E) expression levels were measured across a panel of adult mouse tissues using quantitative RT-PCR (qRT-PCR). Results are presented relative to the average value of *Gapdh* and *Tbp* reference genes. Mean values ± standard error (s.e.) shown, *n* = 3 replicates.

F, G Similarly to *Pax6*, *Paupar* is up-regulated during neuronal differentiation of mouse ES cells. Neuronal differentiation of mouse ES cells was induced using RA. We determined the levels of *Paupar* (F) and *Pax6* (G) using qRT-PCR. Results are expressed relative to an *Idh1* control which does not change significantly during differentiation. Mean ± s.e., *n* = 3.

H, I Paupar is a chromatin-associated transcript that functions to regulate *Pax6* expression. N2A cells were biochemically separated into cytoplasmic, nucleoplasm, 420 mM salt and chromatin fractions. The relative levels of *Paupar* (H) and a control mRNA (*Tbp*) (I) in each fraction were determined by qRT-PCR. Mean values ± s.e. of three independent experiments. RT, reverse transcriptase.

### *Paupar* transcript is chromatin associated and co-expressed with *Pax6* in the neural lineages

To begin our investigation of *Paupar* function we first characterised its expression profile and sub-cellular localisation. We found that mouse *Paupar* is most highly expressed in the adult brain (Fig1D) and shows a clear correspondence in expression profile with *Pax6* (Fig1E). Notably, *Paupar* is expressed in the developing cerebellum in both the internal and external granular layers, where *Pax6* is also strongly expressed (Supplementary Fig S1A). Given the apparent spatial co-expression of *Paupar* and *Pax6*, we then asked whether their expression is temporally coordinated during retinoic acid (RA)-induced differentiation of mouse E14 embryonic stem (ES) cells. While *Paupar* expression is undetectable in self-renewing ES cells, it is rapidly and transiently up-regulated after 1 day of RA treatment before increasing again at 4 days (Fig1F), a profile similar to that observed for *Pax6* (Fig1G). Mouse neuro 2A (N2A) neuroblastoma cells express both *Paupar* (at an average level of approximately 15 copies per cell [Supplementary Fig S1B]) and *Pax6*, but not *Pax6OS1* (Supplementary Fig S1C), and are widely used as an *in vitro* model of neuronal differentiation. In these cells, we found *Paupar* RNA (Fig1H), but not a control mRNA (*Tbp*; Fig1I), to be nuclear-enriched and located mainly in the chromatin fraction, and noted that ENCODE data show human *Paupar* to be similarly present in the nucleus and chromatin (ENCODE Project Consortium, 2012). Together, these data suggest that *Paupar* may act locally to regulate *Pax6* expression or that it may regulate similar biological processes as *Pax6*.

### *Paupar* regulates neural gene expression

To investigate the functional importance of the *Paupar* transcript we performed transcriptome profiling of *Paupar* knockdown in N2A cells. We reduced *Paupar* expression by approximately 52%, using transient transfection of a *Paupar*-targeting shRNA expression vector (Fig2A), and verified that the chromatin-associated fraction of *Paupar* is depleted using this approach (Supplementary Fig S2A). *Paupar* knockdown resulted in statistically significant changes in the expression levels of 942 genes (False Discovery Rate [FDR] < 5%) compared to a non-targeting control (Supplementary Table 2); 654 (69%) of these genes were down-regulated and 288 (31%) were up-regulated (Fig2B).

**Figure 2:**
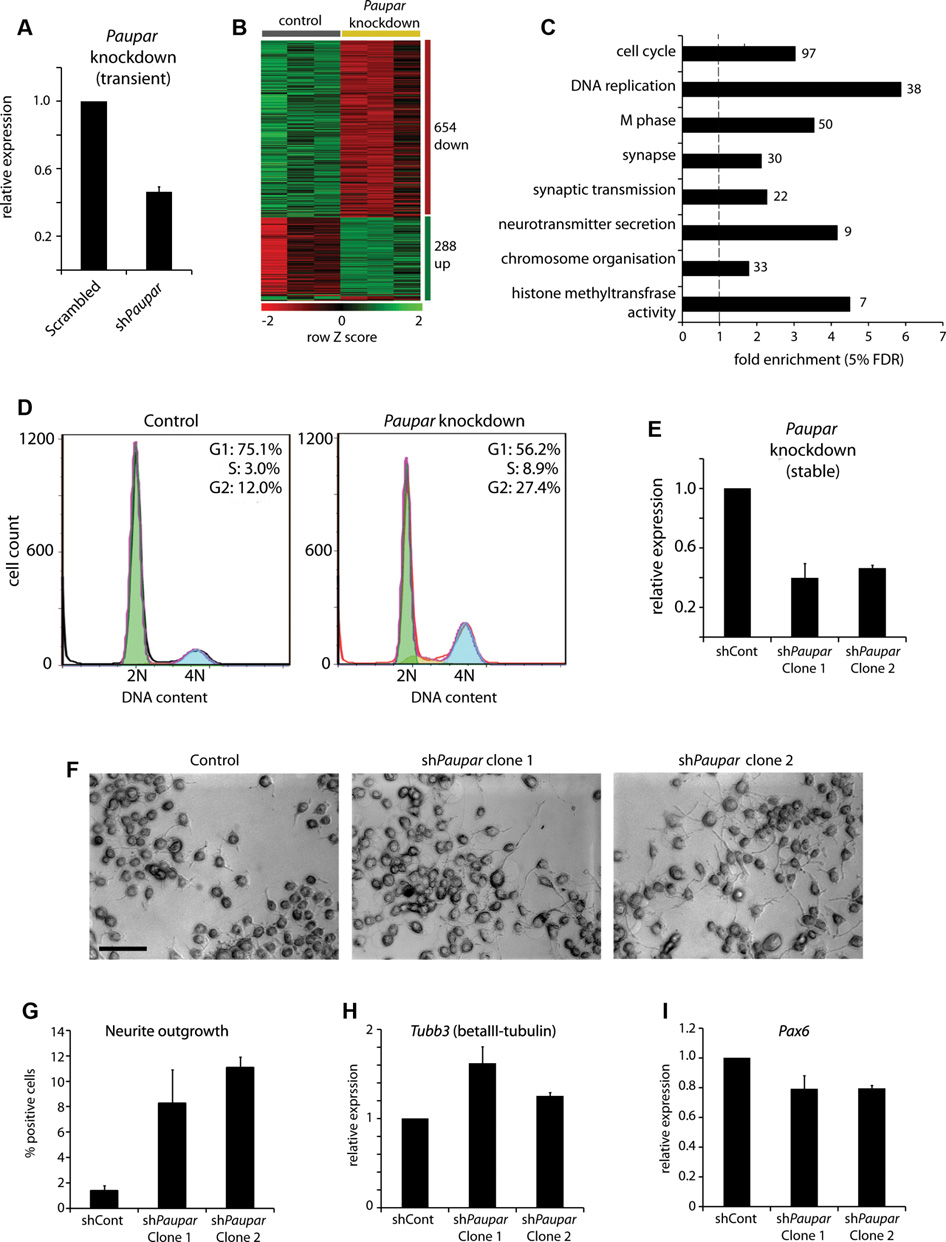
*Paupar* functions to regulate genes involved in cell cycle control and synaptic function

A N2A cells were transfected with either a non-targeting control or a *Paupar*-targeting shRNA expression vector (sh408) and *Paupar* levels were determined by qRT-PCR 3 days later.

B *Paupar* knockdown induces statistically significant changes in the expression of 942 genes in N2A cells (5% FDR; Supplementary Table 2).

C Significant Gene Ontology annotation enrichments of *Paupar*-regulated genes (5% FDR, Supplementary Table 3).

D *Paupar* is important for normal S-phase progression and entry into mitosis. Mouse N2A cells were transfected with either a control or a *Paupar*-targeting shRNA expression vector. Three days later cells were fixed, stained with propidium iodide and the DNA content measured using flow cytometry.

E *Paupar* loss-of-function cell lines were generated by stable co-transfection of shRNA expression plasmids against either *Paupar* or a non-targeting control and a hygromycin expression vector for selection. qRT-PCR analysis confirms the generation of two clonal cell lines expressing reduced levels of *Paupar*. Mean values ± s.e.

F *Paupar* knockdown cells display increased neurite outgrowth. Control and *Paupar* knockdown cells were imaged using bright field microscopy. Scale bar, 50 μm.

G Quantification of neurite outgrowth. Cells with one or more neurites of length greater than twice the cell body diameter were scored as positive. Average values ± s.e., *n* = 3. A total of 100–200 cells were counted in each case.

H, I The relative levels of the neuronal differentiation marker *Tubb3* (H) and *Pax6* (I) were quantified in *Paupar* knockdown and control cells using qRT-PCR. Samples were normalised using *Gapdh* and are presented relative to expression in control cells (set arbitrarily to 1). Mean values ± s.e., *n* = 3.

*Paupar-*regulated genes are significantly enriched in those involved in cell cycle control, specifically DNA replication and mitosis, those playing a role in synaptic function, and those modifying chromatin and chromosome organisation (Fig2C, Supplementary Table 3). To validate the changes in expression observed from the microarrays, we performed qRT-PCR for 12 *Paupar*-regulated genes with two additional *Paupar*-targeting shRNA expression constructs (Supplementary Fig S2B). We observed consistent changes for all 12 genes and saw changes in expression commensurate with the strength of *Paupar* knockdown indicating that transcript level changes are specific and are not likely to result from off-target effects. Furthermore, *Paupar* overexpression induced dose-dependent changes in the expression of six out of eleven *Paupar*-regulated genes tested (Supplementary Fig S2C). The *Paupar* transcript therefore appears to function as a large-scale regulator of gene expression in neural cells.

### *Paupar* regulates neural growth and differentiation in N2A cells

We next investigated the role of *Paupar* in cell cycle control by assaying the effect of *Paupar* knock-down on the proliferation of N2A cells. *Paupar* knockdown cells accumulate in S and G2 phases (Fig2D) indicating that this transcript is necessary for normal passage through S phase and entry into mitosis. Taken together with the temporally regulated expression of *Paupar* during neural differentiation, these data indicate that *Paupar* may be important for the control of neural progenitor cell proliferation and differentiation.

To further investigate this hypothesis we generated stable *Paupar* loss-of-function N2A cell lines and analysed the role of the *Paupar* transcript in neural differentiation. We isolated and expanded two independent clones in which *Paupar* levels had been reduced by 50–60% (Fig2E). Strikingly, the *Paupar* knockdown clones showed a clear increase in neurite outgrowth, a well-characterised feature of neuronal differentiation, compared to a non-targeting control line (Fig2F and G). Additionally, the *Paupar* knockdown clones also showed increased levels of the neuronal differentiation marker *Tubb3* (encoding tubulin beta-3 chain) and a moderate reduction in *Pax6* which is known to be down-regulated upon neuronal differentiation (Fig2H and I). Together, these results indicate that *Paupar* regulates gene expression programmes that control neural growth and differentiation, acting to maintain the self-renewal of N2A cells.

### *Paupar* and *Pax6* have both common and distinct transcriptional targets

Given the known roles of *Pax6* in controlling neural stem cell fate, we next sought to further investigate the effect of *Paupar* RNA reduction on the expression of *Pax6*. While we observed a small decrease in *Pax6* transcript levels following stable *Paupar* knockdown (Fig2I), this finding cannot be interpreted unambiguously given that neural progenitor cells can down-regulate *Pax6* as they become neurogenic (Hsieh & Yang, 2009) and that *Pax6* is known to auto-regulate its own expression (Aota *et al*, 2003; Manuel *et al*, 2007). We therefore reduced *Paupar* levels with two distinct shRNAs transfected into N2A cells (Fig3A) and used qRT-PCR to measure acutely induced changes in *Pax6* expression. Transient reduction in *Paupar* RNA levels up-regulated *Pax6* in a dose-dependent manner: a maximum 54% reduction in *Paupar* levels resulted in an 80% increase in *Pax6* expression (Fig3A). These observations agreed with a small (1.2-fold), yet genome-wide non-significant, increase in *Pax6* expression detected on the *Paupar* knock-down microarrays.

**Figure 3:**
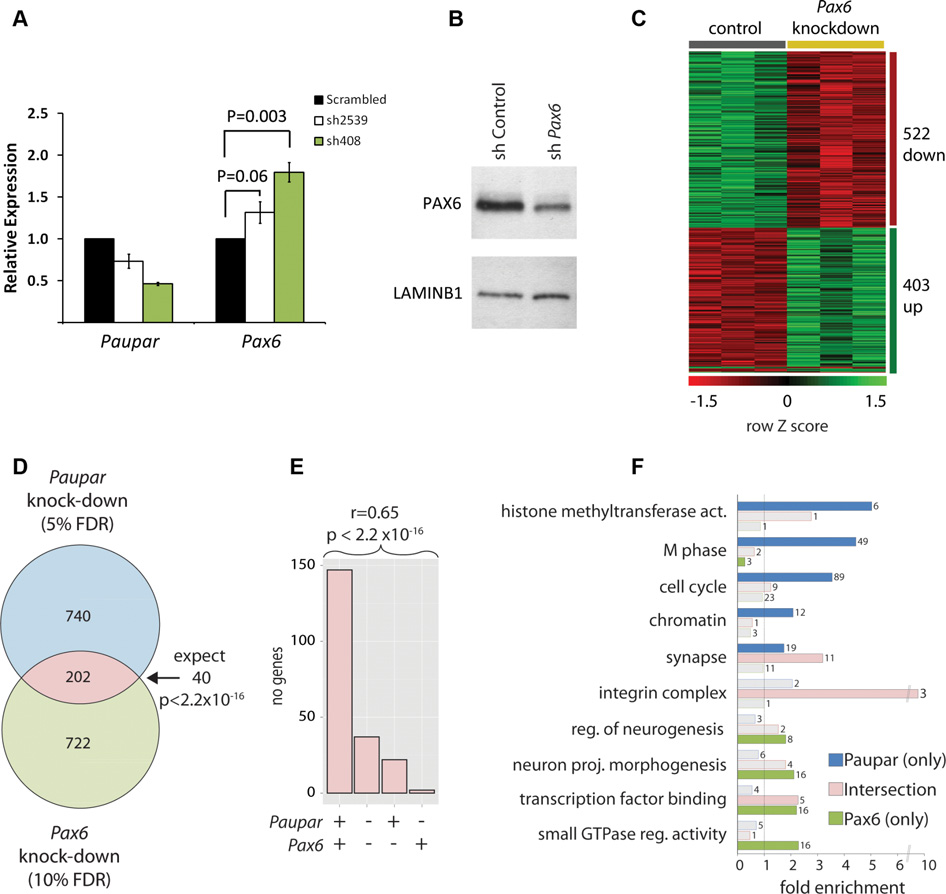
*Paupar* has both *Pax6*-dependent and -independent functions in transcriptional regulation

*Paupar* knockdown leads to an increase in *Pax6* expression. N2A cells were transfected with two independent shRNA expression constructs targeting different regions of the *Paupar* transcript. The levels of *Paupar* and the adjacent *Pax6* gene were quantified using qRT-PCR 3 days later. Samples were normalised using *Gapdh* and the results are presented relative to a non-targeting control (set at 1). Mean values ± s.e., *n* = 4, one-tailed *t*-test, unequal variance.

Cells were transfected with either a non-targeting control or a *Pax6*-targeting shRNA expression vector and PAX6 protein levels were analysed by Western blotting 3 days later. Lamin B1 expression was used as a loading control.

*Pax6* knockdown resulted in statistically significant changes in the expression of 925 genes in N2A cells (10% FDR, Supplementary Table 2).

Intersection of *Pax6* and *Paupar* targets reveals a significant (Fisher's exact test) overlap approximately five times as large as expected by chance alone.

Target genes for both *Paupar* and *Pax6* show correlated expression, with the majority being positively regulated by both factors. +, positive dependency; −, negative dependency.

Enrichments of Gene Ontology categories in *Pax6* and *Paupar* target genes.

Given the ability of *Paupar* to regulate *Pax6* expression, we sought to determine the extent to which this could explain the *Paupar* transcriptional response. Reduction of PAX6 protein levels in N2A cells by approximately 70%, through the transient transfection of a *Pax6*-targeting shRNA expression vector (Fig3B), resulted in statistically significant expression level changes in 925 genes (FDR < 10%; Fig3C and Supplementary Table 2). Importantly, we noted no change in the levels of *Paupar* transcript upon *Pax6* knockdown (Supplementary Fig S3). Genes changing in expression, as expected from the role of PAX6 as a key neuro-developmental transcription factor, were enriched for genes involved in neurogenesis and transcription factor binding (Fig3F, Supplementary Table 3).

The set of genes showing significant expression changes in both *Paupar* and *Pax6* knock-downs was 5.1-fold greater than expected by chance (*P* < 2.2 × 10^−16^; Fig3D), consistent with *Paupar* regulating *Pax6* expression. A large majority of these genes showed positively correlated changes in expression for both *Paupar* and *Pax6* knock-down (Fig3E) indicating that while *Paupar* may repress *Pax6* transcription, *Paupar* RNA and PAX6 protein cooperate to coordinate the expression of a common set of target genes. However, notwithstanding the significant overlap between genes regulated by *Pax6* and *Paupar*, a large majority of *Paupar* responsive genes are not significantly altered by *Pax6* knockdown suggesting that *Paupar* may also possess *Pax6-*independent *trans*-acting functions. Notably, genes regulated by *Paupar* but not by *Pax6* are enriched for regulators of cell cycle control and chromatin organisation, while genes whose expression are controlled by both *Paupar* and *Pax6* include many with synaptic functions (Fig3F, Supplementary Table 3).

### Genome-wide binding profile of the *Paupar* lncRNA in N2A cells

We next investigated whether *Paupar* might function as a *trans*-acting transcriptional regulator by binding to genomic locations distal to its own locus. We first mapped the genome-wide binding profile of *Paupar* using the recently described Capture Hybridisation Analysis of RNA Targets (CHART)-Seq technique (Simon, 2013; Simon *et al*, 2011) in N2A cells. This approach uses anti-sense oligonucleotides to purify target lncRNAs and their associated chromatin complexes and thus identifies both direct and indirect genomic associations. 

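CHART-Seq sequences the DNA that comes down with an RNA when the RNA is pulled out of crosslinked chromatin with biotinylated oligonucleotides of complementary sequence. N2A is a mouse neuroblastoma cell line. There were 2 *Paupar* pull-downs, 2 pull-downs with the *LacZ* control oligonucleotide and 1 input DNA library. The authors mapped paired-end reads to mm9 with bowtie, kept reads with a single best position, and called peaks with MACS2 for each *Paupar* pull-down against its matched *LacZ* control and against input DNA. They deposited a single list of 2849 peaks, which gives a position and a score for each peak. The paper's text does not say how the calls of the 2 *Paupar* pull-downs were joined, nor which comparison the score and the borders of a peak come from. The list holds no value per library, so the peaks have no replicate error here and the number of reads behind each of them is unknown. The authors' scores had a median of 12.69 and a maximum of 305.37, and 2015 peaks had a score of at least 10. The peaks covered 2122386 bp. When peaks within 10 kb of each other were merged and counted once, 2646 remained. The expected numbers and the permutation p-values come from random permutation of the peak positions, by placing each peak, with its width, at random 10000 times in unambiguous mm9 sequence of the same regional GC content, in 8 GC bins of 100 kb windows. The paper's own simulations also removed sequence of low mappability, a step that was not applied here. Genes were the 22380 protein-coding genes of the annotation of the same assembly.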

We mapped accessible regions of the *Paupar* transcript based on RNase H sensitivity and designed four biotinylated DNA oligonucleotides, complementary to these regions (Supplementary Fig S4). For a control oligonucleotide, we used a sequence corresponding to *Escherichia coli LacZ* which is absent from the mouse genome. *Paupar* probes showed strong enrichment (17-fold) of the *Paupar* transcript compared to the *LacZ* control (Fig4A), and did not enrich for negative control transcripts, *Malat1*, a nuclear lncRNA, or *Gapdh* mRNA. As expected from physical association of a nascent transcript with its site of synthesis, we observed specific enrichment of *Paupar* at its DNA locus (Supplementary Fig S4).

**Figure 4:**
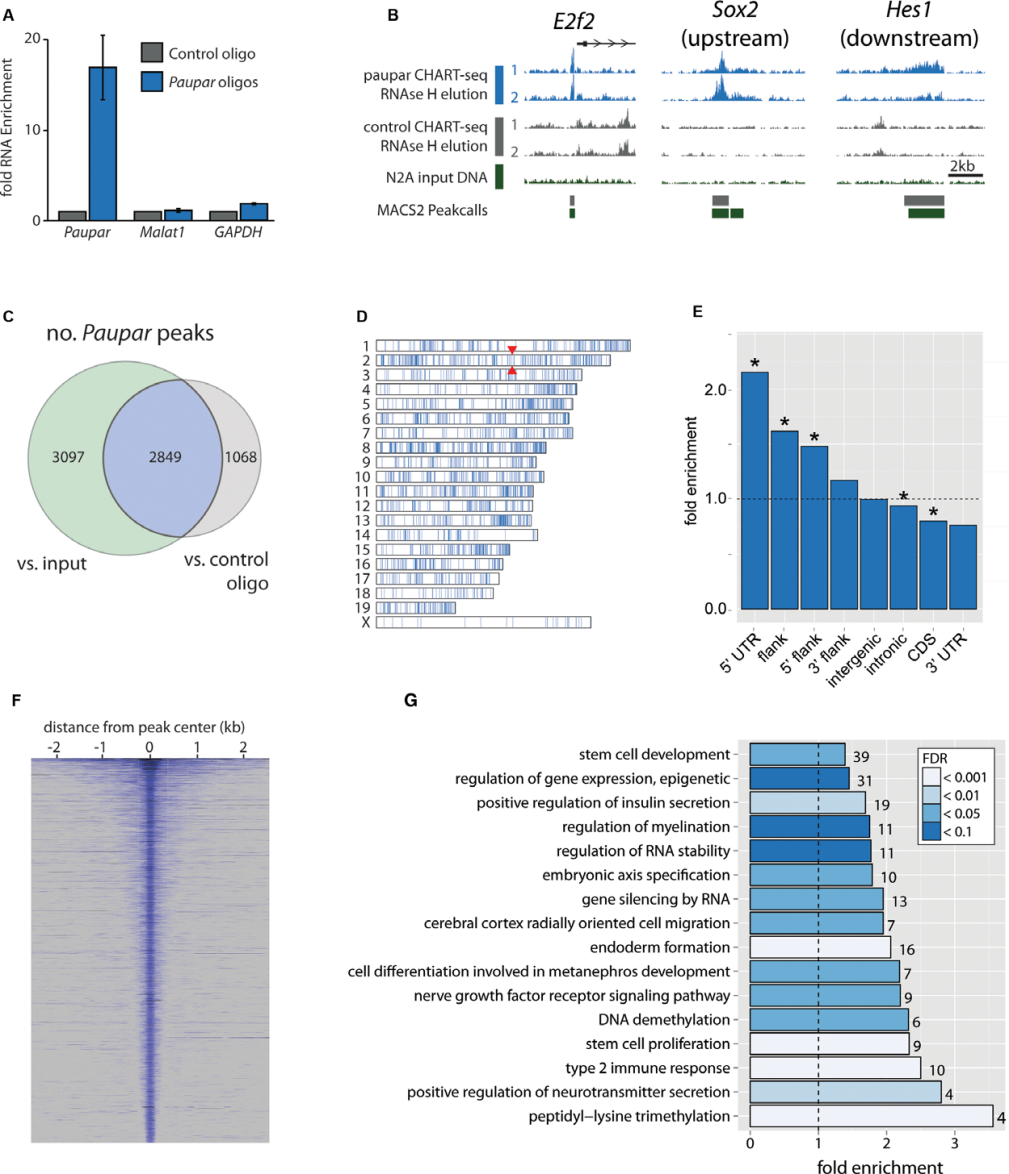
CHART-Seq analysis of *Paupar* genomic binding sites

A Specific enrichment of *Paupar* RNA using oligonucleotides complementary to accessible regions of *Paupar*, as determined by RNase H mapping (see Supplementary Fig S4), compared to the *LacZ* control. Mean value ± s.e., *n* = 4.

B Sequencing of *Paupar*-bound DNA (RNase H elution) reveals peaks of *Paupar* binding, including those at the promoter of *E2f2*, upstream of *Sox2* and downstream of *Hes1*.

C–E Peaks were called by comparing with sequences both from control CHART-seq experiments and from input DNA. Here we only consider the 2,849 peaks common to both comparisons (C, and Supplementary Table 4). *Paupar* peaks are broadly distributed across the mouse genome (D) but are particularly enriched in 5′ UTRs and gene promoters (E). Red arrowheads in (D) indicate the position of the *Paupar* locus. Asterisks in (E) indicate significance at 5% FDR (Benjamini-Hochberg).

F The width distribution of *Paupar* binding peaks.

G Representative categories from Gene Ontology analysis of genes associated with *Paupar* binding sites reveal enrichments for stem cell and neuronal categories amongst others (Supplementary Table 6).

Following the CHART-seq protocol, we used RNase H elution to recover genomic DNA associated with endogenous *Paupar* transcripts and genomic DNA associated with the control oligonucleotide, sequencing replicate samples using the Illumina HiSeq system. Using the paired-end peak caller MACS2 (Zhang *et al*, 2008), we identified *Paupar* binding sites in comparison both to DNA recovered using the control *LacZ* oligonucleotide and to input DNA from N2A cells. 

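The peak at *E2f2* (ENSMUSG00000018983) lies on chromosome 4 of mm9 from 135727925 to 135728113, in the 5′ flank of the gene. It is 189 bp wide, its midpoint is 290 bp upstream of the annotated gene start at 135728309, and its score of 19.58 ranks 658 among the 2849 peaks. The regulatory domain of *Sox2* (ENSMUSG00000074637) holds 2 peaks. The one with the higher score, 37.42 (rank 153), lies on chromosome 3 from 34134647 to 34135571, 413818 bp upstream of the start of *Sox2* and within the non-coding gene *Sox2ot*. The regulatory domain of *Hes1* (ENSMUSG00000022528) also holds 2 peaks, both in intergenic sequence. The wider one, of 2391 bp, lies on chromosome 16 from 30142895 to 30145285, 79620 bp downstream of the start of *Hes1*, with a score of 11.2 (rank 1708). The other one, from 30013319 to 30013992, lies 50814 bp upstream of *Hes1* with a score of 7.58 (rank 2588).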

We discovered thousands of peaks across the genome, for example at the transcriptional start site (TSS) of *E2f2*, and at sites upstream of *Sox2* and downstream of *Hes1* (Fig4B) and defined *Paupar* binding sites as those peaks found in comparison to both input DNA and the control oligonucleotide samples (Fig4C). *Paupar* occupancy at nine candidate binding sites was validated using CHART-qPCR in two further independent experiments (Supplementary Fig S4).

These 2,849 candidate *Paupar* binding sites (Supplementary Table 4) are generally widely distributed across the genome, show a significant three-fold depletion on the X chromosome (*P* < 0.001 by genome-wide simulation accounting for mappability and GC biases (Heger *et al* (2013); Supplementary Table 5; Fig4D), and occur preferentially within the promoters and 5′ UTRs of protein-coding genes (Fig4E). 

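The X chromosome held 32 peaks, against 94.4 expected from the simulation, which is 0.339 of the expectation (adjusted permutation p = 0.00055 with Benjamini-Hochberg adjustment over 22 chromosome sequences). The alternative that moved this value most was an expectation from chromosome length alone, under which it was 0.178. The largest excess on a nuclear chromosome was on chromosome 8, with 291 peaks against 154 expected, or 1.89-fold (adjusted permutation p = 0.00055). Chromosomes 2, 10, 13 and 15 held between 1.28 and 1.31 times the expected number, and chromosomes 4, 7, 9, 14, 17 and 18 between 0.559 and 0.774 times, each with an adjusted p-value under 0.05. Of these, chromosomes 13 and 15 were no longer past that threshold among the 2015 peaks with a score of at least 10, chromosomes 13, 15 and 17 with peaks within 100 kb merged, chromosome 17 among peaks of at most 1 kb, and chromosomes 7, 9 and 17 with chromosome length alone. The mitochondrial sequence held 1 peak, from 3792 to 4965, with a score of 32.26, which is 385 times its expectation of 0.0026 (adjusted permutation p = 0.0099), a ratio that rests on this peak alone. An unadjusted permutation p of 0.0002 is the smallest that these simulations can give.

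**Figure D1:**
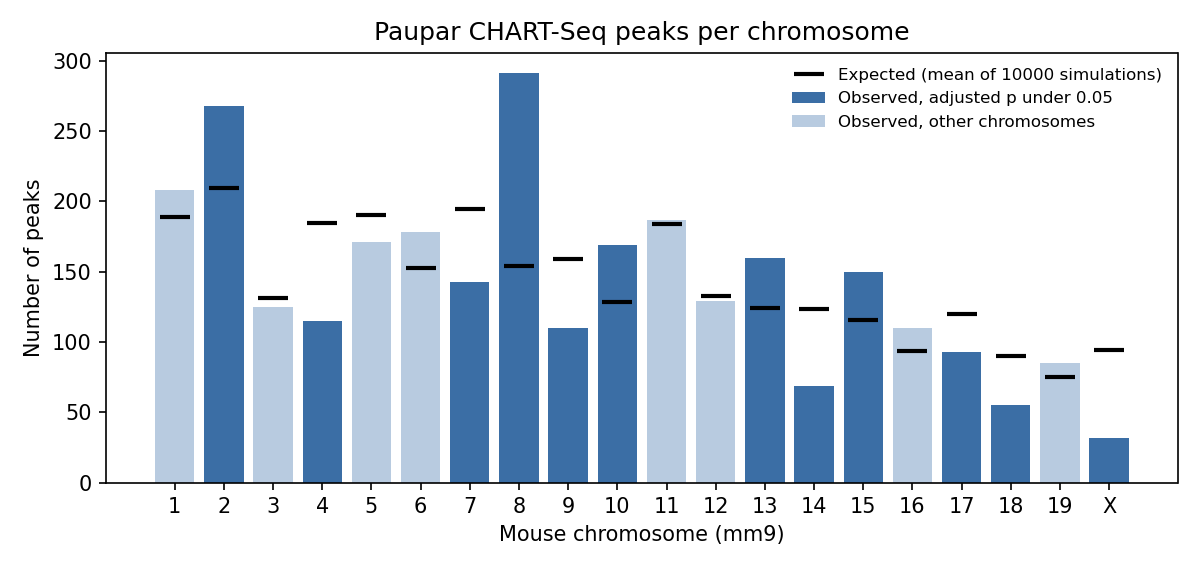
Number of peaks on each mouse chromosome (bars) and the mean number in 10000 simulations with the same regional GC content (black lines). Dark bars mark chromosomes with an adjusted p-value under 0.05; chromosome 8 holds 291 peaks against 154 expected and the X chromosome 32 against 94.4.

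Each peak was assigned by its midpoint to a territory of protein-coding genes. The 5′ UTRs held 25 peaks, 2.12 times the expected number (adjusted permutation p = 0.0049), and the 5 kb upstream of genes held 255, or 1.55 times (adjusted p = 0.0014). The fold in 5′ UTRs was moved most by leaving out the GC bins, to 3.20, and the fold upstream of genes by flanks of 1 kb, to 3.49. Coding sequence held 36 peaks, 0.618 times the expectation (adjusted permutation p = 0.0052), and intergenic sequence held 1190, 0.939 times (adjusted p = 0.0052). The 1166 peaks in introns were 0.995 times the expected number (adjusted permutation p = 0.83), and the numbers in 3′ UTRs and 3′ flanks were not distinguishable from the expectation (adjusted p = 0.11 and 0.26). With midpoints within 1 kb of a TSS, 199 peaks (6.98%) compared with 69.7 in the simulation, an excess of 2.86-fold (permutation p = 0.0002, the smallest that 10000 simulations allow). Without GC bins this excess was 4.02-fold. Against random positions of the same chromosome with the same GC content over 500 bp, of which 113 were expected within 1 kb of a TSS, it was 1.77-fold (permutation p = 0.001, the smallest that 2000 simulations allow). The median distance from a peak to the nearest TSS was 31652 bp.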

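Peaks were between 162 and 9443 bp wide, with a median of 556 bp, and the middle 50% of them spanned 376 to 837 bp. Of the 2849 peaks, 2285 (80.2%, 95% Wilson interval 78.7 to 81.6) were 200 to 1000 bp wide, 58 were narrower, and 506 (17.8%) were wider. The interval covers counting error only. Only 8 peaks exceeded 5 kb. The widest lies in intergenic sequence on chromosome 15 from 100745135 to 100754577, 14004 bp upstream of *Scn8a*. The next is a peak of 7198 bp on chromosome 17 from 31030484 to 31037681, 4702 bp upstream of *Glp1r*. A peak of 6399 bp follows on chromosome 4 from 129914370 to 129920768, 17924 bp upstream of *Gm853*. Wider peaks tended to have higher scores (Spearman's rho 0.386 across peaks, permutation p = 1e-05, the smallest that 100000 resamples allow), although peaks of a single list are not independent replicates. Of the peaks with a score of at least 10, 76.0% were 200 to 1000 bp wide.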

Candidate *Paupar* binding sites range from narrower focal peaks of 200–1,000 bp, similar to those previously described for *Hotair* and *Terc* lncRNAs (Chu *et al*, 2011), to broader genomic regions of up to 9.5 kb (Fig4F).

We examined the sequence of the *Paupar* binding locations for clues as to its genomic targeting. Using a local alignment approach (see Materials and Methods), we did not find evidence for sequence complementarity between *Paupar* and its binding locations. However, *de novo* motif discovery (Supplementary Fig S5) identified a motif closely resembling a known PAX6 DNA binding motif in 9.2% of the top 500 scoring *Paupar* binding locations (Supplementary Fig S5C). 

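The *Paupar* transcript lies on chromosome 2 of mm9 from 105498019 to 105501535 on the minus strand, as placed by the primers used to clone its full length, and is 3517 nt long. The longest exact match of each peak to this sequence, on either strand, was compared with the regions of the same size directly upstream and downstream. The median was 11 nt in 2848 peaks and 12 nt in their neighbouring regions. The match was longer than the mean of the neighbouring regions in 875 peaks, shorter in 1697 and equal in 276. When the peak and its 2 neighbouring regions were permuted within each set of 3, the match was longer in 43.9% of the untied cases, a larger share than the real one (permutation p = 0.0002, two-sided, the smallest that 10000 permutations allow). This share lies below 50% without any difference because match lengths are skewed. Against a single neighbouring region, for which 50% is expected, the share was 41.2% upstream and 38.9% downstream, comparisons chosen after seeing the data. For the number of shared 12-mers it was 29.7%, against 41.9% when permuted. Peaks were called from reads with a single best position, while the neighbouring regions were not filtered for repeated sequence. Shorter matches in peaks could therefore come from fewer repeats, so these comparisons do not show that peaks avoid complementarity. The transcript was also read in windows of 24 nt, the length of a capture oligonucleotide. For each window, the share of peaks with a match of at least 10 nt was compared with the share of neighbouring regions. The median odds ratio over 3494 windows was 0.923 and its 95th percentile was 1.49. At the 4 sites to which the capture oligonucleotides are complementary, the odds ratios were 3.89 (window starting at nt 289), 1.56 (nt 463), 3.42 (nt 2076) and 2.23 (nt 2102). Outside these sites, 9 windows starting between nt 2142 and nt 2150 reached the mean of the 4 sites, 2.77. Matches of at least 10 nt to any of the 4 *Paupar* capture oligonucleotides were present in 24.5% of peaks and 10.2% of neighbouring regions (odds ratio 2.85, Fisher's exact test, two-sided, p = 1.1e-64). For the *LacZ* oligonucleotide these shares were 0.281% and 0.386%.

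**Figure D2:**
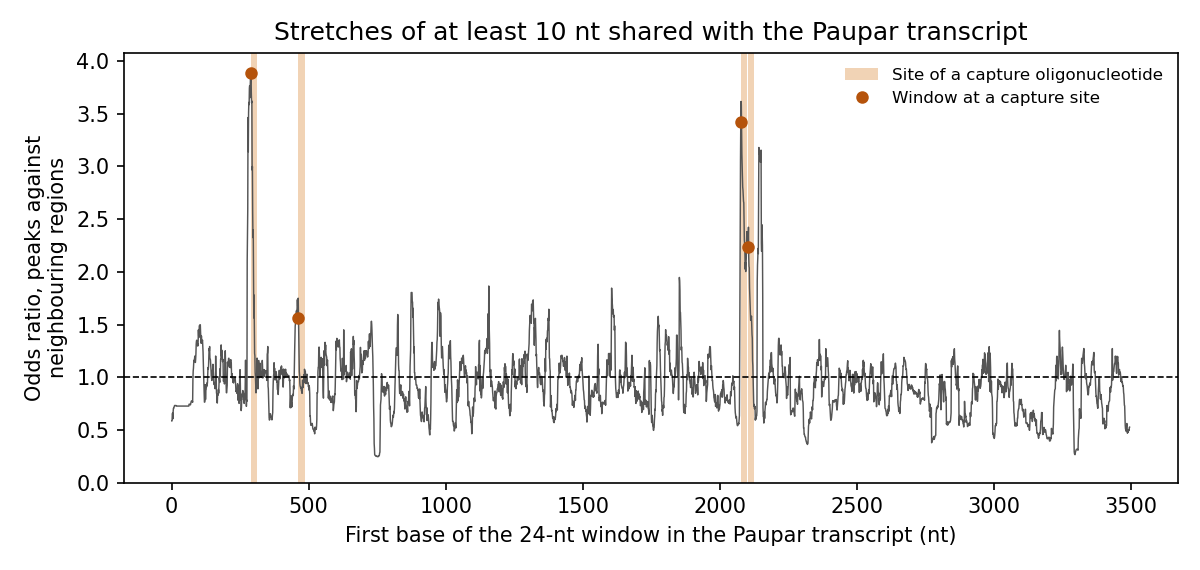
Odds ratio for a match of at least 10 nt in peaks against neighbouring regions (vertical axis), for each 24-nt window of the *Paupar* transcript by its first base (horizontal axis). Shaded bands and points mark the 4 sites of the capture oligonucleotides, whose odds ratios are 3.89, 1.56, 3.42 and 2.23 against a median of 0.923 over all windows.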

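The weights of the motif that the paper's search found were not used here, so a published form of the PAX6 paired-domain site, TTCACGCWTSA (W for A or T, S for C or G), was searched on both strands with at most 2 mismatches. The central 200 bp of the 500 peaks with the highest scores held such a site in 39 cases (7.8%, 95% Wilson interval 5.76 to 10.5). The 1000 windows of the same size lying 1 kb outside these peaks held it in 94 cases (9.4%), so the share in peaks was not distinguishable from the share outside them (odds ratio 0.815, Fisher's exact test, two-sided, p = 0.34). When the central windows were shuffled with their dinucleotides kept, 13.3% of the shuffled windows held the site, more than the real ones (odds ratio 0.551, Fisher's exact test, p = 0.0014). The share depends on the mismatches allowed: it was 0.2% with at most 1 mismatch and 56.2% with at most 3.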

Further analysis of *Paupar* CHART-Seq peaks for the presence of known vertebrate transcription factor motifs revealed enrichment of motifs for several neural transcription factors (Supplementary Table 7). Together, these results suggest that *Paupar* is not targeted to the genome through direct RNA-DNA interactions but that instead it interacts with PAX6 and other neural transcription factors to target specific genomic regions in a context-dependent manner.

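The central 200 bp of the 1000 peaks with the highest scores were compared with 2000 windows lying 1 kb outside them. Of 2080 6-mers, with both strands merged, 31 were enriched and 122 depleted at an adjusted p-value under 0.05 (Fisher's exact test with Benjamini-Hochberg adjustment). The 10 with the lowest p-values among the enriched ones were CACCCC, ACCCCT, ATCATC, CTGCTC, AACTGC, CAGGGG, AGCAGG, ATCACC, CCACCC and ATGATG. CACCCC was present in 24.1% of the central windows and 13.1% of the outer ones (odds ratio 2.12, Fisher's exact test, adjusted p = 1.4e-10), and ATCATC in 14.8% and 7.1% (odds ratio 2.27, adjusted p = 2.1e-08). Of these 10, CACCCC, ACCCCT, AACTGC, CAGGGG and CCACCC also lie in the capture oligonucleotides, which hold 75 of the 2080 6-mers. All of these except AACTGC overlap within a single stretch, CCACCCCTG, of the same oligonucleotide, so they are not separate coincidences. The most depleted 6-mers were rich in A and T, such as TAAAAA (12.9% and 23.9%, odds ratio 0.470), and the GC content was 49.1% in the central windows and 45.7% in the outer ones. With shuffled central windows of the same dinucleotide content as the control, 71 6-mers were enriched. Under that control CAGGGG and ATGATG were no longer more frequent in the peaks, and ATCATC, CTGCTC, AGCAGG and ATCACC were not past the threshold.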

### *Paupar* binding sites are associated with genes and regulatory regions of known stem cell and neural function

Using Gene Ontology assignments (Ashburner *et al*, 2000), we next sought to characterise the set of genes associated with *Paupar* binding locations (Fig4G, Supplementary Table 6). This analysis revealed enriched stem cell categories with peaks associated with many key stem cell genes such as *Sox2*, *Nanog*, *Hes1*, *Hes5*, *Rbpj* and *Lif*. 

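Genes were assigned peaks by the GREAT rule given in the paper's methods, with the midpoint of a peak in the regulatory domain of a gene. By this rule the 2849 peaks were associated with 3676 of the 22380 protein-coding genes (16.4%), and with the nearest TSS only, the alternative that moved this most, with 2221. Distances here run from the midpoint of a peak to the annotated start of the gene. The domain of *Nanog* held 2 peaks on chromosome 6, the nearer one from 122691273 to 122691716, 33988 bp downstream, with a score of 8.95. The peak of *Hes5* lies on chromosome 4 from 154319768 to 154320495, 14900 bp upstream, with a score of 9.99. That of *Rbpj* lies on chromosome 5 from 54062779 to 54063753, 116248 bp downstream, with a score of 21.06. That of *Lif* lies on chromosome 11 from 4255542 to 4256279, 98351 bp downstream, with a score of 13.47. The paper's Supplementary Table 6, which lists genes that it associated with these same peaks, names 37 under stem cell maintenance. Of these, 29 had a peak in their domain here. The median distance from the start of these genes to the nearest peak was 48506 bp.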

We also found *Paupar* peaks to be enriched for neuronal gene categories as well as in genes whose products are important for the epigenetic regulation of gene expression. 

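The enrichment of categories was not recomputed, as gene annotations with Gene Ontology terms were not used here. The genes that Supplementary Table 6 lists were looked up instead. They are genes that the paper associated with these same peaks, so a high share follows from the list itself and is no test of enrichment. A gene listed under several categories was counted under each. Over its 139 categories it gives 1325 gene listings, of which 1323 were found in the annotation, and 1163 of those (87.9%) had a peak in their regulatory domain. Under positive regulation of neurotransmitter secretion, all 4 listed genes had a peak, at distances from 9085 to 145526 bp of the gene start. Under cerebral cortex radially oriented cell migration, 6 of 7 had a peak, all except *Pou3f3*. Under epigenetic regulation of gene expression, 27 of 31 had one, all except *Fto*, *H2afy*, *Sirt1* and *Tdrd9*.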

Intriguingly, *Paupar* binding sites are also enriched in genes associated with insulin secretion, a process in which *Pax6* has an established role (Gosmain *et al*, 2012).

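Of the 19 genes that the paper lists as bound under positive regulation of insulin secretion, 17 had a peak in their regulatory domain here, and *Glul* and *Serp1* had none. The distance from the gene start to the nearest peak had a median of 51345 bp and ranged from 2821 bp, at *Isl1*, to 289899 bp, at *Trh*. The peak of *Isl1* lies in its 5′ flank on chromosome 13 from 117102495 to 117102938, with a score of 16.37. The nearest peaks of *Glp1r* and *Irs2* ranked 23 and 33 by score, at 76.7 and 64.61.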

To gain insight into the mechanism by which *Paupar* regulates gene expression, we examined its binding in relation to known functional regulatory regions. Firstly, we found that the majority of *Paupar* binding sites overlap DNase I hypersensitivity (HS) sites and *cis*-regulatory elements identified by the Mouse ENCODE Project (Shen *et al*, 2012; Fig5A, Supplementary Table 4). A large subset of binding sites are significantly associated with neuronal DNase I HS sites and a further subset are associated with DNase I HS sites found in embryonic stem cells (Fig5B and 5C). In agreement with the enrichment of *Paupar* binding sites at 5′ UTRs and promoters, we also observed a set of binding sites associated with features characteristic of transcriptional start sites including Pol II, predicted CpG islands, and tri-methylation of histone H3 at lysine 4 (H3K4me3; Fig5D). Additionally, we saw significant overlaps with Ctcf-binding regulatory elements and tissue-specific enhancers, defined using ratios of H3K4 mono- and tri-methylation (Shen *et al*, 2012).

**Figure 5:**
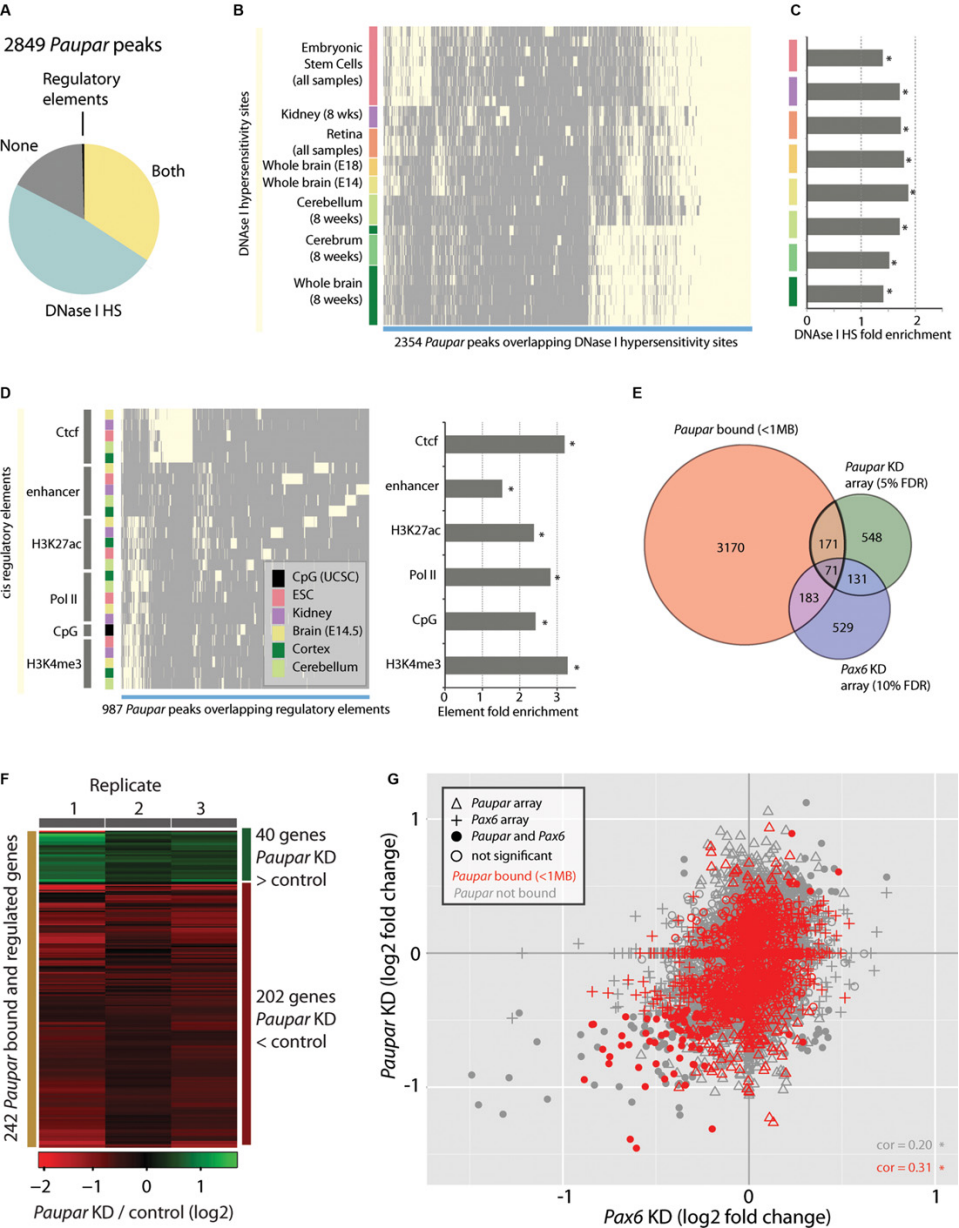
Association of *Paupar* binding sites with regulatory regions

The majority of *Paupar* binding sites overlap with DNase I HS sites and transcriptional regulatory elements as identified by the ENCODE project (selected tissues; Supplementary Table 5).

Hierarchical clustering of HS sites intersecting *Paupar* binding sites (light yellow) reveals large clusters of HS sites identified in neural tissues and embryonic stem cells that are bound by *Paupar* in N2A cells.

Fold enrichment of *Paupar* CHART-Seq-DNase I HS site associations.

Hierarchical clustering of *cis*-regulatory elements and *Paupar* peaks show groups of *Paupar* peaks associated with promoter-like features (H3K4me3, Pol II binding, CpG island predictions), peaks associated with Ctcf and peaks associated with tissue-specific enhancer elements.

The intersection of genes proximal (< 1 Mb) to *Paupar* peaks and genes changing expression upon *Paupar* (5% FDR) and *Pax6* (10% FDR) knockdown.

Heatmap displaying expression changes in the 242 *Paupar* bound and regulated genes from (E).

Analysis of *Paupar*-associated genes and changes in expression from *Paupar* and *Pax6* knockdown array experiments reveals a set of genes positively regulated by both *Paupar* and *Pax6* and directly bound by *Paupar* (red circles, lower left). Correlations (*cor*) are significant at *P* < 2 × 10^−16^.

Data information: Asterisks (C, D) indicate significance at 5% FDR (Benjamini-Hochberg).

### A subset of *Paupar*-regulated genes is also associated with *Paupar* binding

To investigate the functional consequences of *Paupar* binding we intersected the *Paupar* CHART-Seq peak-set with our microarray analysis of *Paupar* and *Pax6-*mediated gene expression changes. This identified 242 *Paupar*-bound and -regulated genes (5% FDR), representing likely direct transcriptional targets, and 254 *Paupar*-bound and *Pax6*-regulated genes (10% FDR; Fig5E). 

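The lists of changed genes were those of Supplementary Table 2, which the paper made from its microarrays at 5% FDR for *Paupar* and 10% FDR for *Pax6*; the arrays themselves were not used here. Their probes were matched to 923 and 913 protein-coding genes of the annotation. A peak lay in the regulatory domain of 234 of the 923 genes changed on *Paupar* knockdown (25.4%), against 202 expected when peaks were placed at random within regulatory domains of the same chromosome and regional GC content. This is 1.16-fold (permutation p = 0.0038, two-sided). Of the 913 genes changed on *Pax6* knockdown, 237 had a peak, against 199 expected, or 1.19-fold (permutation p = 0.0012). Without GC bins the folds were 1.30 and 1.45. With domains extended by at most 100 kb the fold for *Pax6* was 1.10 (permutation p = 0.16), while that for *Paupar* was 1.20 (p = 0.0094). Among bound genes, the largest changes on *Paupar* knockdown in the paper's table were log2 fold changes of -1.39 for *Fstl4*, -1.31 for *Trp53i11*, -1.25 for *Jhdm1d* (*Kdm7a*), -1.23 for *Scn9a* and -1.04 for *Slc8a1*, all of them lower. Expression level, by which the paper stratified its own test, could not be taken into account in these simulations, as the lists give it for changed genes only.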

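Of the 234 genes with a peak that changed on *Paupar* knockdown, 194 had a lower expression and 40 a higher expression in the paper's table, that is 82.9% lower (95% Wilson interval 77.6 to 87.2). Of the 689 changed genes without a peak, 443 were lower and 246 higher (64.3% lower). The difference between these shares was larger than counting error (odds ratio 2.69, Fisher's exact test, two-sided, p = 5.2e-08). The test was not adjusted for the length or GC content of the regulatory domains, nor for expression level. Each of these could differ between lower and higher genes and give a part of the difference. The paper reports higher expression for genes with binding sites. When each peak was assigned to the nearest TSS only, the odds ratio was 3.41, and with domains extended by at most 100 kb, the alternative with the lowest value, it was 2.01 (80.0% lower with a peak and 66.5% without).

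**Figure D3:**
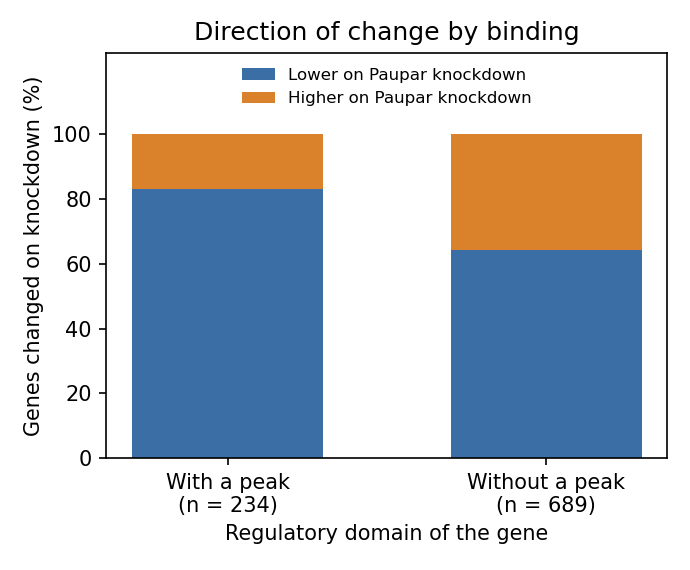
Percent of the genes changed on *Paupar* knockdown that were lower (blue) or higher (orange), for 234 genes with a peak in their regulatory domain and 689 without. The share of lower genes is 82.9% with a peak and 64.3% without.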

Hierarchical clustering of the 242 *Paupar-*bound and -regulated genes indicated that while *Paupar* predominantly activates the expression of target genes it can also function to repress certain loci (Fig5F). In accordance with this, genes associated with *Paupar* binding sites showed significantly higher expression in N2A cells than other genes (Supplementary Fig S6A, *P* < 2 × 10^−16^).

Notably, genes regulated by both *Paupar* and *Pax6* showed a small but significant enrichment for associated *Paupar* binding sites (Supplementary Fig S6B). 

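In the 2 lists together, 201 genes changed on both knockdowns. A peak lay in the domain of 65 of these (32.3%), against 51.7 expected, or 1.26-fold (permutation p = 0.025 from 10000 simulations, two-sided). This result was the closest to the threshold of the 3 lists. With domains extended by at most 100 kb it was 1.21-fold (permutation p = 0.18), and with the nearest TSS only 1.29-fold (p = 0.085). It stayed past the threshold with a score of at least 10 (1.27-fold, permutation p = 0.045) and without GC bins, where it moved most, to 1.51-fold (p = 0.0002, the smallest that 10000 simulations allow).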

To dissect the relationship between gene expression changes in the *Paupar* and *Pax6* knockdown experiments and the association of genes with *Paupar* binding further, we plotted these observations (Fig5G). First, we noted a moderate significant correlation (0.20, *P *<* *2.2 × 10^−16^) between all genes tested for differential expression in the two knockdown experiments, and that this correlation was stronger for genes also associated with *Paupar* binding sites (0.31, *P *<* *2.2 × 10^−16^). Secondly, we noted a distinct group of genes that are significantly positively regulated by both *Paupar* (5% FDR) and *Pax6* (10% FDR) and associated with *Paupar* binding (red circles, lower left Fig5G). In line with the observed intersection between genes regulated by *Paupar* and *Pax6* (Fig3), these findings suggest that *Paupar* and *Pax6* co-operate to regulate a set of common target genes (red circles, Fig5G) and further that *Paupar* can act independently of *Pax6* to directly regulate the expression of a separate set of genes (red triangles).

### *Paupar* and PAX6 co-occupy specific genomic binding sites

The identification of 71 *Paupar* and *Pax6* co-regulated genes that are also bound by *Paupar* in their regulatory regions (Fig5E) together with the discovery of the known PAX6 DNA binding motif from *Paupar* bound sequences (Supplementary Fig S5) suggested a functional interaction between PAX6 and *Paupar*. To investigate this, we first tested for a physical association between PAX6 protein and the *Paupar* transcript using UV cross-linking RNA immunoprecipitation (UV-RIP) in N2A cells and detected a fourfold enrichment of *Paupar* using an anti-PAX6 antibody compared to an isotype control (Fig6A). 

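Of the 65 genes that changed on both knockdowns and had a peak in their domain, 56 were lower on both, 5 were higher on both and 4 went in opposite directions. Of the 136 such genes without a peak, 87 were lower on both, 30 higher on both and 19 opposite. The share lower on both was larger among genes with a peak (odds ratio 3.50, Fisher's exact test, two-sided, p = 0.0014). This test, too, was not adjusted for the length or GC content of the regulatory domains or for expression level. From the number of bound genes that respond to both knockdowns, together with the PAX6 motif found in bound sequences, the paper proposes that PAX6 and *Paupar* interact functionally, and it goes on to test for their physical association.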

The *Paupar*-PAX6 interaction appears to be specific as we observed no enrichment of a negative control *U1* snRNA transcript.

**Figure 6:**
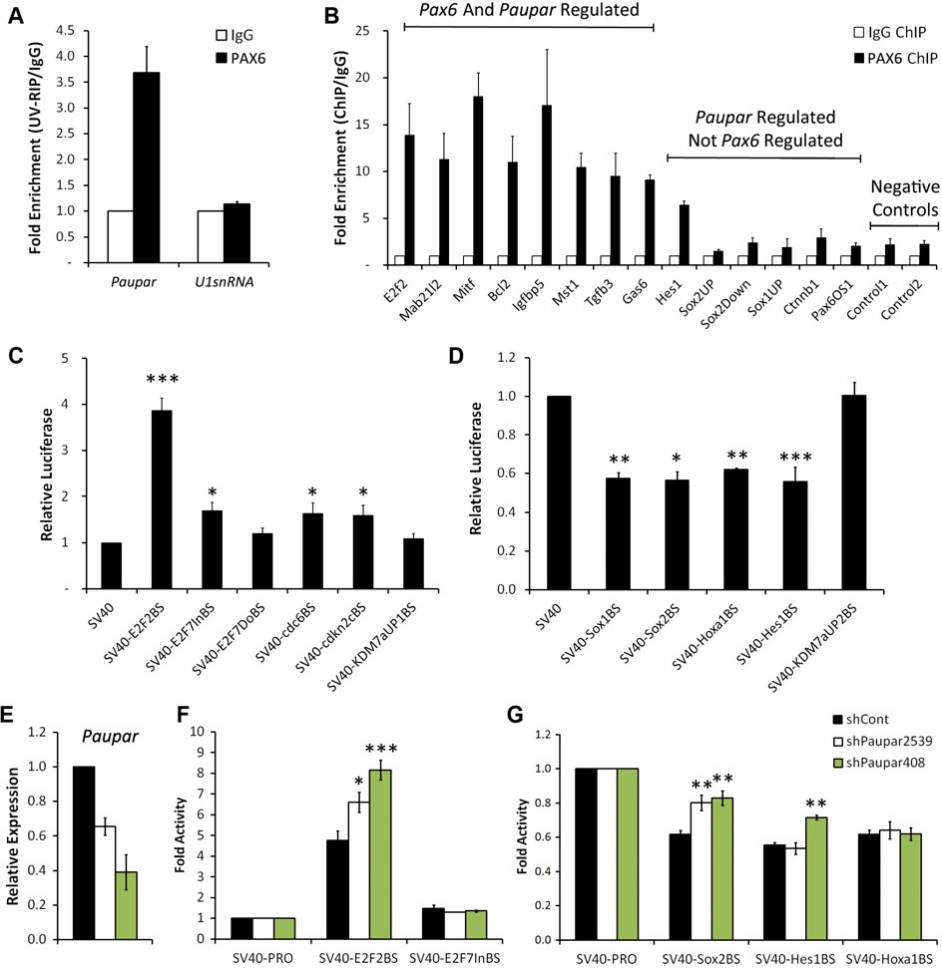
*Paupar* functions in *trans* to modulate the activity of neurodevelopmental gene transcriptional regulatory elements

A *Paupar* interacts with PAX6 protein in N2A cells. Nuclear extracts were prepared from UV cross-linked cells and immuno-precipitated using either anti-PAX6 or control IgG antibodies. Associated RNAs were purified and the levels of *Paupar* and control *U1 snRNA* detected in each UV-RIP using qRT-PCR. Results are expressed as fold enrichment relative to an isotype IgG control antibody.

B PAX6 and *Paupar* co-occupy a specific set of genomic binding sites. ChIP assays were performed in N2A cells using either an antibody against PAX6 or an isotype-specific control. The indicated DNA fragments were amplified using qPCR. Fold enrichment was calculated as 2^−ΔΔ*Ct*^ (IP/IgG).

C, D *Paupar* binding sites act as transcriptional regulatory elements. N2A cells were transfected with the indicated reporter constructs in a luciferase assay. Luciferase activity was compared to that of the empty SV40 promoter construct.

E–G *Paupar* transcript modulates the transcriptional activity of its binding sites in *trans*. Luciferase reporters were co-transfected into N2A cells together with either a non-targeting control or two independent *Paupar* targeting shRNA expression vectors. *Paupar* depletion was confirmed using qRT-PCR. For these reporter assays, a *Renilla* expression vector was used as a transfection control and the total amount of DNA transfected in each case was made equal. Data information: Results are presented as mean values ± s.e., *n* = 3 (A–D) or *n* = 4 (E–G); ***P < 0.001, **P < 0.01, *P < 0.05, one-tailed *t*-test, unequal variance.

We next measured PAX6 occupancy at a set of *Paupar* binding sites within the regulatory regions of genes whose expression changes in *Paupar* knockdown cells (Fig6B). Using chromatin immunoprecipitation (ChIP), we found a strong enrichment of PAX6 at *Paupar* binding sites within the regulatory regions of genes whose expression changes significantly upon both *Pax6* and *Paupar* knockdown. By contrast, the majority of the assayed *Paupar* binding locations associated with genes that changed in expression upon *Paupar* but not *Pax6* knockdown showed little enrichment for PAX6 (Fig6B).

Several lncRNAs titrate DNA binding transcription factors away from their genomic targets (Hung *et al*, 2011; Rapicavoli *et al*, 2013; Sun *et al*, 2013). We therefore examined PAX6 occupancy at a number of *Paupar* binding sites following *Paupar* knockdown and discovered that *Paupar* depletion does not significantly affect PAX6 chromatin occupancy at the regions tested (Supplementary Fig S7). In a similar manner, the androgen receptor (AR)-associated lncRNAs *Prncr1* and *Pcgem1* do not affect AR DNA binding but instead function to recruit transcriptional co-factors to DNA bound AR (Yang *et al*, 2013). Taken together, these findings indicate that PAX6 and *Paupar* specifically co-occupy a subset of *Paupar* binding sites associated with genes whose expression change upon *Pax6* and *Paupar* knockdown, and that PAX6 protein plays a role in targeting *Paupar* to the genome.

### *Paupar* modulates in *trans* the activity of transcriptional regulatory elements of neuro-developmental genes

We next tested whether *Paupar* CHART-Seq peaks function as transcriptional regulatory elements. To do this, we first selected 11 *Paupar* binding sites, ranging from 170 bp to 2.5 kb in length, located within the regulatory regions of genes controlling neural growth and differentiation (*E2f2*, *E2f7* [2 peaks], *Cdc6*, *Cdkn2c*, *Kdm7a* [2 peaks], *Sox1*, *Sox2*, *Hoxa1*, *Hes1*) and cloned each upstream of a heterologous SV40 promoter in a pGL3 luciferase vector. All of these genes, except *Sox2* whose expression is undetectable in N2A cells, showed evidence of being regulated by *Paupar* using microarray profiling. 

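The primers used to clone these sites were placed on mm9 by exact match. Each pair reported here gave a product at a single place. Where a primer matched several copies of a tandem repeat, at the *Sox1* site, the shortest product was taken. The product of *E2f2*, 168 bp long, on chromosome 4 from 135727937 to 135728104, covered 88.9% of its peak. That of *Cdc6*, on chromosome 11 from 98789591 to 98789890, has its midpoint 609 bp downstream of the start of *Rara*. It overlapped a peak whose score was 11.45. That of *Cdkn2c*, on chromosome 4 from 109242948 to 109243144, overlapped a peak with a score of 6.04. That of *Sox1*, on chromosome 8 from 12129063 to 12130671, lies in the peak with rank 3 by score (135.15), of whose 50-mers 53.7% occur once in the genome. The products of *Sox2* and *Hes1* covered 98.5% and 89.3% of their peaks. The longer *Kdm7a* product, on chromosome 6 from 39269136 to 39270427, overlapped 2 peaks. The shorter *Kdm7a* product, from 39264562 to 39264942, lies 4182 bp from the nearest peak. The *E2f7* products, on chromosome 10 from 110199452 to 110199697 in an intron and from 110308066 to 110308349 downstream of the gene, lie 228875 and 120223 bp from the nearest peak of the list.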

The transcriptional activity of these constructs was then compared to that of the SV40 promoter alone following transient transfection in N2A cells. One (*E2f2*BS) out of six focal peaks of < 600 bp in length strongly activated (3.9-fold) the SV40 promoter, a further three displayed a small, but significant (1.3–1.7-fold), increase in SV40 promoter activity (Fig6C), while four out of five broad peaks > 1 kbp (Fig6D) reproducibly repressed the SV40 promoter (1.6–1.8-fold). Consistent with the observed enrichment of *Paupar* CHART-Seq peaks at neuronal DNase I HS sites and *cis*-regulatory elements (Fig5) these results indicate that *Paupar* binding sites function in transcriptional control and can operate as both transcriptional enhancers and repressors.

Finally, we examined whether the *Paupar* transcript plays a *trans*-acting role in modulating the transcriptional response of its genomic binding sites. For this we chose to investigate the dependence on the *Paupar* transcript of the transcriptional activity of the strong *E2f2* enhancer element as well as the weak *E2f7* activating region and the repressor elements associated with the *Sox2*, *Hes1* and *Hoxa1* genes. To achieve this, reporters were co-transfected into N2A cells along with either a non-targeting control or two independent *Paupar*-targeting shRNA expression vectors in a luciferase assay. Strikingly, depletion of the endogenous *Paupar* transcript led to a dose-dependent increase in the enhancer activity of the SV40-*E2f2*BS reporter (Fig6E and F). In accordance with this, *E2f2* displayed one of the greatest expression changes (1.9-fold up-regulation; Supplementary Table 2) in our transcriptome profiling of *Paupar* knockdown cells. The activity of the SV40-*E2f7*BS reporter was not altered by *Paupar* loss of function in this assay. Furthermore, *Paupar* depletion suppressed the ability of both the SV40-*Sox2*BS and SV40-*Hes1*BS reporters to function as transcriptional repressors, in a manner dependent on the levels of the *Paupar* transcript, while the repressive function of the SV40-*Hoxa1*BS reporter was not altered (Fig6G). These findings demonstrate a transcriptional regulatory function for the *Paupar* transcript at its genomic binding sites in *trans* and reveal that a lncRNA can function at transcriptional regulatory regions on different chromosomes distinct from its site of synthesis to control target gene expression.

## Discussion

The extent by which lncRNAs contribute to genome function remains unclear. Here, we have used shRNA mediated knockdown, microarray profiling, genome-wide mapping and reporter assays to detail the RNA-dependent mode of action of *Paupar*, a chromatin-associated CNS expressed lncRNA transcript, in the regulation of gene transcription. Our findings that the *Paupar* transcript acts both locally, to regulate *Pax6* expression, and distally in a transcript- and *Pax6*-dependent manner, reveal that lncRNAs can be functionally complex and will not always fall exclusively into *cis*- or *trans*-acting categories. Our data indicate that the *Paupar* transcriptional response is driven by at least three contributing components: downstream gene expression changes arising from *Paupar* regulation of *Pax6* expression; *Pax6*- and *Paupar*-dependent *trans-*acting gene expression changes likely mediated through a physical interaction between *Paupar* and PAX6 protein at *Paupar* associated loci; and *trans-*acting *Pax6*-independent *Paupar* functions at many bound transcriptional regulatory regions genome-wide.

Consistent with a role for *Paupar* in regulating *Pax6* expression, the *Paupar* locus has characteristics of a transcriptional enhancer. It spans both a previously defined *Pax6* neuroretina specific enhancer conserved between human and quail (Plaza *et al*, 1999) and a known N2A cell DNase I HS site (McBride *et al*, 2011). Furthermore, ENCODE data indicate its locus to be marked by a high ratio of histone H3K4me1 compared to H3K4me3, with high levels of H3K27me3 and an absence of H3K27ac in the mouse E14.5 brain. Different classes of enhancer-associated *cis*-acting ncRNAs have been described to date. Enhancer RNAs (eRNAs) are relatively short polymerase II-transcribed, predominantly non-polyadenylated, bidirectional transcripts, first identified at neuronal enhancers (Kim *et al*, 2010) while enhancer-like lncRNAs are strand-specific, polyadenylated transcripts (De Santa *et al*, 2010; Orom *et al*, 2010) which in these respects are more similar to *Paupar*. The chromatin signature of the *Paupar* locus, along with the finding that *Paupar* regulates *Pax6* expression, implies that *Paupar* may play an important role in nervous system development. Furthermore, the widespread effect on over 900 genes when *Paupar* transcript levels were reduced by 52% may be associated with the haploinsufficiency and dosage-sensitivity of *Pax6* (Georgala *et al*, 2011).

We show that *Paupar* associates with approximately 2800 sites in the genome and, where tested, these regions operate as transcriptional regulatory elements whose activity can be modulated by *Paupar* transcript levels. Our data are consistent with a model in which *Paupar* is indirectly targeted to the genome through RNA-protein interactions with multiple different neural transcription factors including PAX6. In accordance with this, we discovered a motif resembling a known PAX6 DNA binding motif within approximately 9% of the 500 top-scoring *Paupar* bound sequences and showed that *Paupar* and PAX6 co-occupy specific genomic sites within the regulatory regions of genes whose expression change upon both *Pax6* and *Paupar* knockdown. Furthermore, our data show that *Paupar* does not affect PAX6 chromatin occupancy and suggest that *Paupar* may regulate the association of PAX6 with its transcriptional cofactors to control target gene expression.

It is likely that other nuclear enriched lncRNAs operate in a similar manner to *Paupar*. The *CTBP1-AS* lncRNA has recently been demonstrated to possess *cis-* as well as *trans-*acting functions (Takayama *et al*, 2013) while *Prncr1* and *Pcgem1* have been shown to bind the AR and associate with androgen responsive enhancers genome-wide (Yang *et al*, 2013). *Hotair* and *Terc* occupy hundreds of short genomic regions of up to 1 kb in length across multiple chromosomes while Drosophila *roX2* interacts with Chromosome Entry Sites on the X-chromosome (Chu *et al*, 2011; Simon *et al*, 2011), regions that can recruit the dosage compensation machinery when inserted into autosomes (Fagegaltier & Baker, 2004). Human Alu RNA, transcribed from short interspersed elements, binds polymerase II and therefore has the potential to function as a general transcriptional repressor (Mariner *et al*, 2008) while the lateral mesoderm specific lncRNA *Fendrr* interacts *in vitro* with *Foxf1* promoter fragments in *trans* (Grote *et al*, 2013). We therefore propose that *Paupar* is a member of a class of nuclear enriched lncRNAs that can interact with multiple transcriptional enhancers and silencers to regulate gene expression in *trans* in a transcript-dependent manner.

LncRNAs that play important roles in the development and function of the nervous system may be dysregulated in neurological disorders. We have shown that *Paupar* loss of function disrupts the normal cell cycle profile of N2A neuroblastoma cells and induces neuronal differentiation. Furthermore, its transcript binds and modulates the activity of *Sox2*, *Hes1* and *E2f2* gene transcriptional regulatory elements in *trans*, in addition to regulating the expression of *Paupar*'s adjacent *Pax6* gene. Although the roles of *Sox2* and *Hes1* in neural progenitor cell maintenance and neurogenesis are well characterised (Pevny & Nicolis, 2010; Kageyama *et al,* 2008), the function of the *E2f2* gene in neural lineages has been less well studied. We found that *E2f2*, and the related *E2f7* and *E2f8* genes, are up-regulated upon *Paupar* knockdown in our profiling experiments and that the *Paupar* transcript operates to restrict the activity of an *E2f2* enhancer element. *E2f2* functions as a pro-survival factor during retinal development (Chen *et al*, 2009) and is involved in maintaining the differentiated state of post-mitotic neurons in cells in culture (Persengiev *et al*, 2001). Furthermore, *E2f2* over-expression promotes cell cycle arrest and inhibits S-phase progression in PC12 neurons (Persengiev *et al*, 2001). Up-regulation of *E2f* family members in *Paupar* knockdown N2A cells may thus contribute to the accumulation of cells in S and G2 phases of the cell cycle and the observed neural differentiation phenotype.

The mechanisms of action of a growing number of *cis*-acting lncRNAs have been studied and have revealed roles for both the RNA molecule and lncRNA transcription in regulating the expression of genomically neighbouring genes (Lai *et al*, 2013; Melo *et al*, 2013; Wang *et al*, 2011). By way of contrast, we have uncovered the mode of action of a lncRNA molecule that is able to regulate the expression of genomically local as well as distal genes and suggest that lncRNAs which modulate cellular functions via genome-wide targets may be more widespread than previously anticipated.

## Materials and Methods

### Plasmid construction

To generate shRNA expression plasmids we first used the Whitehead Institute siRNA selection program to design shRNAs targeting multiple regions of *Paupar* and *Pax6*. Selected sequences were filtered to eliminate off-target effects by performing a BLAST search of the NCBI RefSeq database and removing hits with >15 matched bases of the anti-sense strand. Double stranded DNA oligonucleotides containing sense-loop-antisense targeting sequences were then cloned downstream of the U6 promoter in pBS-U6-CMVeGFP (Sarker *et al*, 2005) by linker ligation. To generate the *Paupar* expression plasmid the full length *Paupar* transcript was PCR amplified as a *Xho*I fragment from mouse N2A cell cDNA and inserted into pCAGGS. *Paupar* CHART-Seq peak regions were PCR cloned from N2A genomic DNA and inserted upstream of the SV40 promoter in pGL3-Pro (Promega) to generate a panel of luciferase reporters to test for transcriptional regulatory activity. The sequences of all oligonucleotides used for cloning are shown in Supplementary Table 1.

### Cell culture

N2A mouse neuroblastoma cells were grown in DMEM supplemented with 10% fetal bovine serum. E14 mouse ES cells were grown on 0.1% gelatin-coated dishes in DMEM supplemented with 15% fetal calf serum, Leukemia-Inhibitor factor, 1× non-essential amino acids, 2 mM l-glutamine, 50 mg/ml penicillin/streptomycin and 50 μM 2-mercaptoethanol. To induce neuronal differentiation ES cells were seeded onto gelatinised plates and grown in differentiation medium (DMEM supplemented with 10% fetal calf serum, 1× non-essential amino acids, 2 mM l-glutamine, 50 mg/ml penicillin/streptomycin, 50 μM 2-mercaptoethanol and 10^−7^ M all*-trans* retinoic acid).

### Transcriptomic analysis

Total RNA was isolated using the Qiagen Mini RNeasy kit following the manufacturer's instructions and RNA integrity assessed on a BioAnalyzer (Agilent Technologies). 200 ng RNA was used to generate labelled sense single stranded DNA (ssDNA) for hybridization with the Ambion WT Expression Kit, the Affymetrix WT Terminal Labelling and Controls Kit and the Affymetrix Hybridization, Wash, and Stain Kit as described by the manufacturer. Sense ssDNA was fragmented and the distribution of fragment lengths was measured on a BioAnalyzer. Fragmented ssDNA was then labelled and hybridized to the Affymetrix GeneChip Mouse Gene 1.0 ST Array (Affymetrix). Chips were processed on an Affymetrix GeneChip Fluidics Station 450 and Scanner 3000. Affymetrix CEL files were analysed using the Limma, oligo, and genefilter R Bioconductor packages (Carvalho & Irizarry, 2010; Smyth, 2004). Arrays were RMA background corrected, quantile normalised and summary expression values calculated for Refseq and full length mRNAs. Genes changing upon *Paupar* knockdown were filtered to remove genes showing little variation in expression (variance cut off of 0.5), while for the *Pax6* knockdown analysis, genes with consistently low expression were removed before the identification of significant changes. In each case, differential expression between three knockdown and three control samples (biological replicates) was tested using the Limma Ebayes algorithm. Gene Ontology analyses were performed using GOToolBox, and representative significantly enriched categories selected from a hypergeometric test with a Benjamini-Hochberg corrected *P*-value threshold of 0.05 (http://genome.crg.es/GOToolBox/).

### CHART-seq and analysis

CHART Enrichment and RNase H Mapping experiments were performed as previously described (Simon, 2013). CHART extract was prepared from approximately 8 × 10^7^ N2A cells per pull down and hybridized with 810 pmol biotinylated oligonucleotide cocktail (Supplementary Table 1) overnight with rotation at room temperature. Complexes were captured using 250 μl MyOneC1 streptavidin beads (Invitrogen) overnight at room temperature with rotation. Bound material was extensively washed and eluted using RNase H (New England Biolabs) for 30 min at room temperature. Samples were treated with Proteinase K and cross-links were reversed. RNA was purified from 1/5 total sample volume using the Qiagen miRNeasy kit while DNA was purified from the remaining sample by Phenol:CHCl_3_:isoamyl extraction and ethanol precipitation. DNA was sheared to an average fragment size of 150–300 bp using a Bioruptor (Diagenode) and sequenced on an Illumina HiSeq.

CHART-seq was performed in replicate with two independent pull down samples and matched controls using non-targeting LacZ oligos. A single sample of input DNA from N2A cells was prepared and sequenced separately. 50 bp, paired-end reads were mapped to the mouse genome (mm9) using bowtie with the options ‘–m1 –v2 –best –strata –a’. For each *Paupar* sample, peaks were called against the matched LacZ control and against the N2A input sample. Peak calls were made using the MACS2 algorithm (Zhang *et al*, 2008; https://github.com/taoliu/MACS/blob/master/README) with the options ‘–mfold 10 30 –gsize=2.39e9 –qvalue=0.01’ using the CGAT pipeline ‘pipeline_mapping.py’ (https://github.com/CGATOxford/cgat). Peak calls were then filtered such that only peak calls with a −log10 *q* value > 5 were retained (FDR 0.001%).

### Characterisation of *Paupar* binding sites

The chromosomal distribution of *Paupar* peaks was visualised using the R Bioconductor package ‘ggbio’ (Yin *et al*, 2012). Genome territory enrichments were identified using the Genome Association Tester (GAT; Heger *et al*, 2013), using a mappability filtered workspace, an isochore file partitioning the genome into 8 bins based on regional GC content and 10,000 simulations. Chromosomal enrichments were analysed by proportionally assigning chromosomal territories to a single virtual meta-chromosome before using GAT to test for GC and mappability corrected enrichments as before. Peak shapes were visualised using read count normalised (MACS2–SPMR), background subtracted (MACS2–bdgcmp) coverage tracks from which regions covering peaks were extracted and centred based on the location of the peak maximum. Gene ontology categories enriched for *Paupar* binding were identified by intersecting regulatory regions for known coding genes with *Paupar* binding sites. Regulatory regions for genes were defined as a basal domain surrounding the TSS of −5 kb to +1 kb plus an extended domain of upstream and downstream to the nearest gene's basal domain or to a maximum distance of 1 Mb, following the GREAT definition (McLean *et al*, 2010). Enrichments were identified with GAT using the regulatory regions of all genes as the workspace, and 10,000 simulations. Because we noted some correspondence between *Paupar* binding and gene expression level, we supplied GAT with a file stratifying the workspace into six bins based on gene expression level in N2A cells under the ‘–isochore’ option to conservatively avoid associations solely due to expression level.

*Paupar* peaks were characterised using DNase I hypersensitivity sites identified by the Stamatoyannopoulos lab at the University of Washington and regulatory elements identified by the Ren lab at the Ludwig Institute for Cancer Research (ENCODE Project Consortium, 2011). Enrichments of DNase I HS and regulatory elements overlapping *Paupar* peaks were assessed using GAT to control for mappability and regional GC content as before.

Complementarity of *Paupar* sequence and binding locations was assessed using the EMBOSS Water algorithm (Rice *et al*, 2000) to perform Smith-Waterman alignment with a range of gap opening and extension penalties. De novo motif discovery was performed using the MEME-ChIP (Machanick & Bailey, 2011) algorithm to examine the unmasked DNA sequence of the central regions of top scoring (MACS2 peak score) peak locations. MEME-ChIP was run with the options ‘-meme-mod zoops -meme-minw 5 -meme-maxw 30—meme-nmotifs 50’ using a custom background file prepared from regions flanking the peak locations using the command ‘fasta-get-markov -m 2’. Enrichment of known vertebrate transcription factor binding sites from the TRANSFAC Professional database (Matys *et al*, 2006) was assessed using the AME algorithm (McLeay & Bailey, 2010) with the options ‘–method fisher –length-correct’ using the sequence and background file prepared for MEME-ChIP analysis.

### *Paupar* knockdown and flow cytometry

Approximately 2 × 10^5^ cells were plated per well in a six well plate. 16–24 h later cells were transfected with 1.5 μg shRNA expression construct using FuGENE 6 (Promega) according to the manufacturer's instructions. Total RNA was extracted from the cells 2–3 days later using the Qiagen Mini RNeasy kit according to the manufacturer's instructions. For stable transfections, N2A cells were co-transfected with a 5:1 ratio of pBSU6-sh408 expression vector and pTK-Hyg (Clontech). Three days after transfection 200 μg/ml Hygromycin B was added to the cells and individual drug resistant clones were isolated and expanded under selection conditions. Individual clones were characterized for *Paupar* expression using qRT-PCR. For flow cytometry, cells were harvested by trypsinization, washed twice with PBS and fixed as a single cell suspension in −20°C filtered 70% ethanol. After incubation at 4°C for 10 min cells were pelleted, treated with 40 μg/ml RNase A and propidium iodide (40 μg/ml) for 30 min at room temperature and then analysed using a FACSCalibur (BD Biosciences) flow cytometer.

### qRT-PCR and RACE

The QuantiTect Reverse Transcription Kit (Qiagen) was used for reverse transcription and followed by SYBR Green quantitative PCR using a Step One Plus Real-Time PCR System (Applied Biosystems). RACE was performed using the GeneRacer Kit (Invitrogen) following the manufacturer's instructions. Human foetal brain RNA was obtained from Promega. Primers are shown in Supplementary Table 1.

### Cell fractionation

Approximately 2.5 × 10^6^ cells were pelleted, washed with PBS, resuspended in 250 μl Lysis Buffer (15 mM HEPES pH7.5, 10 mM KCl, 5 mM MgCl_2_, 0.1 mM EDTA, 0.5 mM EGTA, 250 mM Sucrose, 0.4% Igepal, 1 mM DTT, 40 U/ml RNaseOUT (Invitrogen), protease inhibitor cocktail [Roche]) and incubated on ice for 20 min. Nuclei were centrifuged at 2,000 *g* for 10 min at 4°C and the supernatant was collected as the cytoplasmic fraction. Nuclei were then resuspended in 50 μl Nuclei Lysis Buffer (10 mM HEPES pH7.5, 0.1 mM EDTA, 0.1 mM EGTA, 1 mM DTT, 40 U/ml RNaseOUT (Invitrogen), protease inhibitor cocktail [Roche]) and incubated on ice for 5 min. Nuclei were pelleted at 17,000 *g* for 5 min at 4°C and the supernatant was removed as the nucleoplasm fraction. The pellet was then resuspended in 50 μl Salt Extraction Buffer (25 mM HEPES pH7.5, 10% glycerol, 420 mM NaCL, 5 mM MgCl_2_, 0.1 mM EDTA, 1 mM DTT, 40 U/ml RNaseOUT (Invitrogen), protease inhibitor cocktail [Roche]) and incubated for 30 min at 4°C with rotation. The sample was then centrifuged at 17,000 *g* for 20 min at 4°C. The supernatant was collected as the salt extracted fraction and the pellet resuspended in 50 μl Salt Extraction Buffer to generate the chromatin fraction. RNA was isolated from each fraction using the Qiagen Mini RNeasy kit following the manufacturer's instructions.

### UV-RIP

UV-RIP was performed as described in (Zhao *et al*, 2010) with minor modifications. Approximately 1 × 10^7^ N2A cells per UV-RIP were UV crosslinked in ice-cold PBS at 254 nm, 120 mjoules/cm^2^ using a Stratalinker (Stratagene). Nuclei were isolated, disrupted by sonication (three cycles, 30 sec ON/OFF) using a Bioruptor (Diagenode) and treated with 20 μl Turbo DNase (Ambion) before overnight incubation with either anti-rabbit PAX6 (AB2237) or rabbit IgG (both Millipore) polyclonal antibodies. Complexes were captured using Protein-A magnetic beads (Pierce), washed using low- and high-stringency buffers and then treated with RNA grade Proteinase K (Invitrogen). RNA was extracted using Trizol (Invitrogen) and analysed by qRT-PCR.

### ChIP

ChIP was performed using approximately 1 × 10^7^ N2A cells per assay. Cells were trypsinized, resuspended in 10 ml PBS containing 1% final concentration formaldehyde and incubated for 10 min at room temperature with rotation. Cross-linking reactions were quenched with 0.125 M glycine for 5 min at room temperature and washed twice with ice-cold PBS. Nuclei were then isolated and chromatin was sheared to approximately 500 bp using a Bioruptor (Diagenode). Cross-linked chromatin was immunoprecipitated using 5 μg anti-rabbit PAX6 or anti-rabbit IgG control antibodies (both Millipore) overnight at 4°C. Complexes were collected using Protein-A magnetic beads (Pierce) pre-blocked with BSA (New England Biolabs) and transfer RNA (Roche), then washed and eluted. Cross-links were reversed at 65°C overnight and DNA was precipitated, treated with Proteinase K (Roche) and then purified using a PCR Purification Kit (Qiagen).

### Luciferase assays

Approximately 5 × 10^4^ N2A cells were seeded per well in a 12-well plate. On the next day, cells were transfected with the indicated ratios of reporter constructs and expression vectors using FuGENE 6 (Promega) according to the manufacturer's instructions. The pRL-tk plasmid (Promega) was co-transfected into each well to normalize for transfection efficiency. The total amount of DNA was made up to 1 μg for each transfection by the addition of empty expression vector. Forty-eight hours after transfection lysates were prepared and assayed for firefly and renilla luciferase activity.

### Data deposition

Microarray and CHART-Seq data have been deposited in the GEO database under accession number GSE52571 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE52571).

# Supplementary material for: The long non-coding RNA Paupar regulates the expression of both local and distal genes
**Source:** EMBO J. 2014 Feb 1;33(4):296–311. doi: 10.1002/embj.201386225
**Supplement:** Supplementary file 3

## Vance Supplemental Fig S3

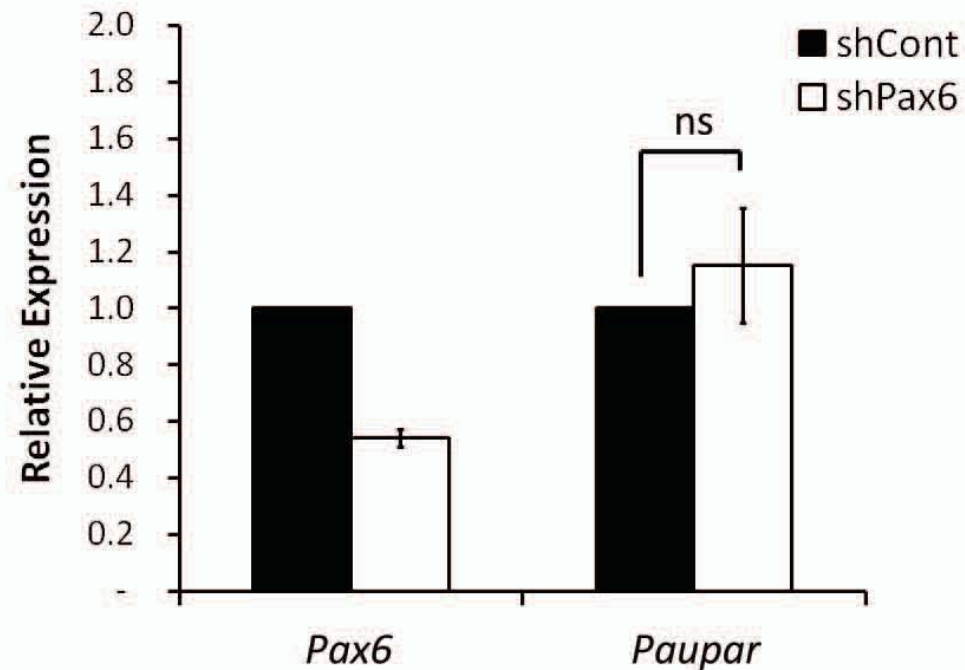

Figure S3 *Paupar* levels do not change significantly upon *Pax6* knockdown. N2A cells were transfected with either a shRNA expression construct targeting *Pax6* or a non-targeting control. *Pax6* and *Paupar* transcript levels were quantified using qRT-PCR three days later. Samples were normalised using *Gapdh* and results are presented relative to the non-targeting control (set at 1). Bars represent mean values  $\pm$  s.e.,  $n=3$ .

# Supplementary material for: The long non-coding RNA Paupar regulates the expression of both local and distal genes
**Source:** EMBO J. 2014 Feb 1;33(4):296–311. doi: 10.1002/embj.201386225
**Supplement:** Supplementary file 6

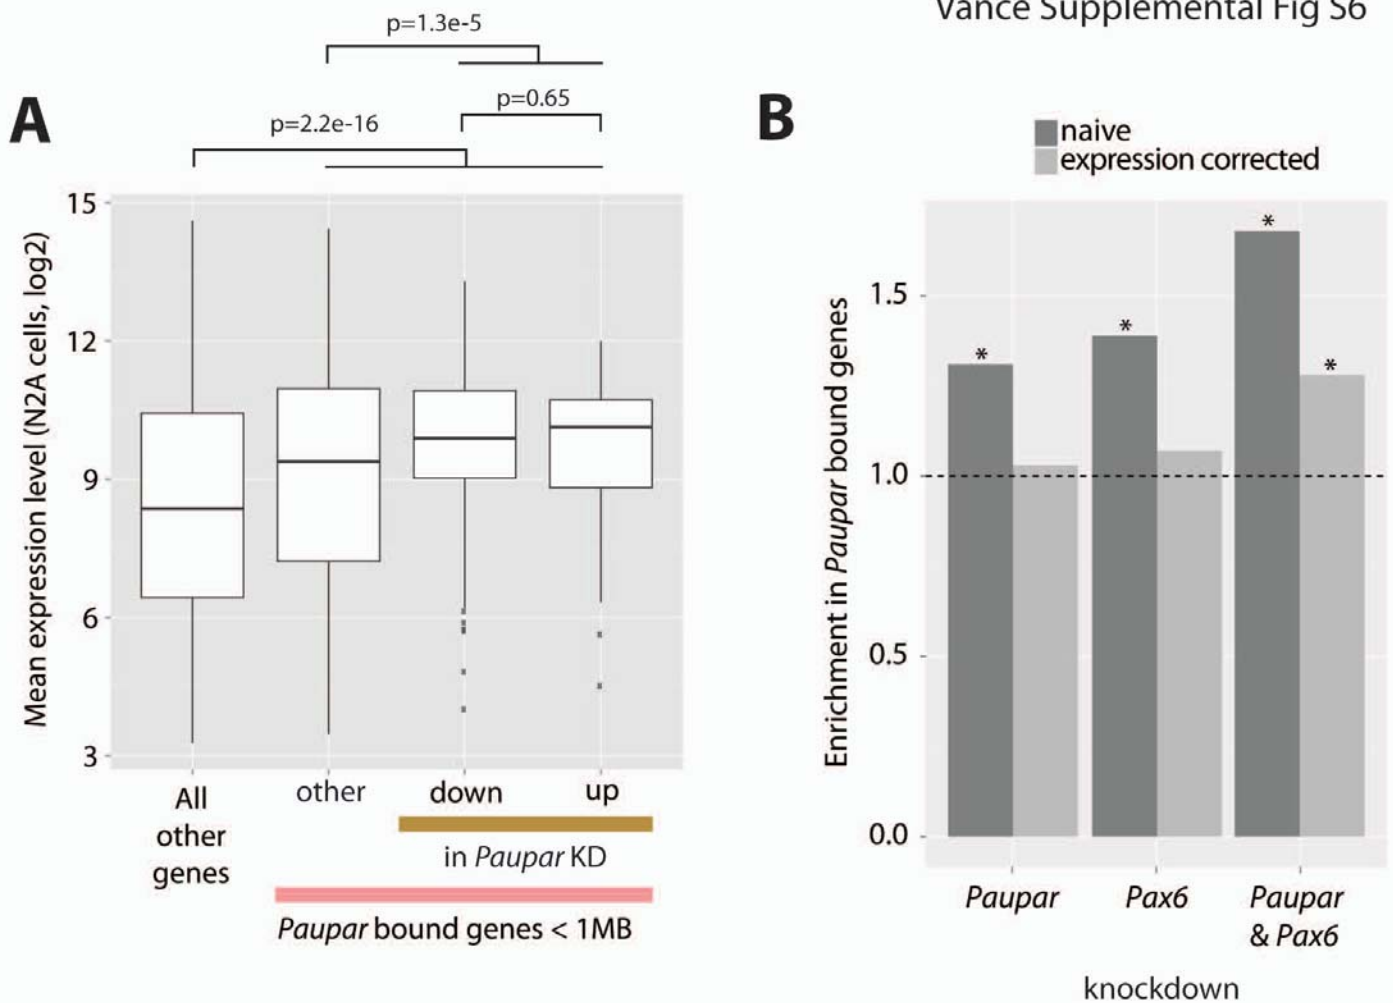

**Figure S6** Expression levels and enrichments of *Paupar* associated genes for *Paupar* and/or *Pax6* regulated genes. *Paupar* bound genes were identified using the GREAT definition of gene promoters as described in the methods. (A) Genes bound and regulated by *Paupar* are more highly expressed in N2A cells based on the control microarray data from the *Paupar* and *Pax6* knock-down experiments (p-values for the indicated comparisons were calculated using a two-sided Mann-Whitney U test). (B) The enrichment of *Paupar* and/or *Pax6* regulated genes among genes associated with *Paupar* binding was tested using the Genomic Association Tester (GAT). Both naive (only mapability corrected) and gene expression level corrected scores reveal a significant enrichment of *Paupar* and *Pax6* regulated genes among those associated with *Paupar* binding. For the expression level correction, the analysis was stratified by gene expression level using six equal bins of expression level. Asterisks indicate a significant enrichment (BH corrected p value < 0.05).

# Supplementary material for: The long non-coding RNA Paupar regulates the expression of both local and distal genes
**Source:** EMBO J. 2014 Feb 1;33(4):296–311. doi: 10.1002/embj.201386225
**Supplement:** Supplementary file 15

Manuscript EMBO-2013-86225

## The long non-coding RNA Paupar regulates the expression of both local and distal genes

Keith W Vance, Stephen N Sansom, Sheena Lee, Vladislava Chalei, Lesheng Kong, Sarah E Cooper, Peter L Oliver and Chris Ponting

---

### Review timeline:

|                     |                  |
|---------------------|------------------|
| Submission date:    | 17 July 2013     |
| Editorial Decision: | 08 August 2013   |
| Revision received:  | 28 October 2013  |
| Editorial Decision: | 15 November 2013 |
| Revision received:  | 21 November 2013 |
| Accepted:           | 22 November 2013 |

---

Editor: Anke Sparmann & Anne Nielsen

### Transaction Report:

(Note: With the exception of the correction of typographical or spelling errors that could be a source of ambiguity, letters and reports are not edited. The original formatting of letters and referee reports may not be reflected in this compilation.)

---

1st Editorial Decision

08 August 2013

Thank you for submitting your research manuscript entitled "The long non-coding RNA Paupar regulates the expression of both local and distal genes" (EMBOJ-2013-86225) to our editorial office. It has now been seen by three referees and their comments are provided below.

All reviewers appreciate your study and are in general supportive of publication in The EMBO Journal. Nevertheless, they do raise a number of important concerns, and emphasize that a significant revision of the manuscript will be required. Although several issues can be addressed by textual changes, this will also entail additional - in certain cases challenging - experimentation.

Given the comments provided, I would like to invite you to submit a suitably revised manuscript to The EMBO Journal that attends to the raised concerns in full. I should add that it is our policy to allow only a single major round of revision and that it is therefore important to address the raised concerns at this stage. Please do not hesitate to contact me should any particular argument require further clarification.

When preparing your letter of response to the referees' comments, please bear in mind that this will form part of the Review Process File, and will therefore be available online to the community. For more details on our Transparent Editorial Process, please visit our website:  
<http://www.nature.com/emboj/about/process.html>

Thank you for the opportunity to consider your work for publication. As I will be leaving the journal shortly, my colleague Anne Nielsen will continue to handle your manuscript - she will have all

relevant information on file. We look forward to your revision!

## REFeree REPORTS

### Referee #1

Vance et al report the characterization of Paupar, a lncRNA upstream of the Pax6 transcription factor genes. The authors show that Paupar is a chromatin-associated lncRNA enriched in brain and neural stem cells. Paupar appears to regulate the balance between proliferation and neuronal differentiation. Knockdown of Paupar and Pax6 suggest that Paupar affects Pax6 expression, and the two factors co-regulate target genes together. The authors further map the genome-wide binding sites of Paupar, and show that some of these elements are sufficient to confer repression in a transcript-dependent manner. Overall this is a significant contribution that should be published upon addressing the following points.

1. The authors make the claim that this work is the first to study distantly located lncRNA binding sites (p.3, and again in Discussion). However, this statement is incorrect with respect to well studied lncRNAs such as roX2, HOTAIR, and more recently Jpx. The first application of genome-wide RNA location analysis was by Chu et al. and Simon et al. (cited by the authors). They mapped roX2 binding genome-wide, and found that roX2 occupied Chromosome Entry Sites (CES) on X-chromosome; CES are known to recruit the dosage compensation machinery in trans when knocked into autosomes. Jpx site of action was recently found to be a specific CTCF site. The text should be revised to give due credit for prior work and avoid hyperboles (this paper is perfectly fine without them).

2. The authors were able to see effects with 52% reduction of Paupar level, which is a bit of a surprise. Is this related to the fact that Pax6 is haploinsufficient? The authors should at least comment on this unexpected sensitivity to Paupar level.

3. The broad Paupar binding sites can be up to 1 kb, which will contain many elements with complex and secondary effects. This should be discussed and at least acknowledged.

4. The de-repression of reporter genes upon Paupar knockdown and the fact that Paupar binds to Pax6 suggests that Paupar may titrate Pax6 or another positive factor away from DNA. This would be similar to the mechanism described for PANDA and its partner NFYA, Jpx for CTCF, and Lethe for NF- $\kappa$ B. If the authors can test this idea it may unify several observations in this paper.

### Referee #2

Vance et al. examine the functional potential of the conserved lncRNA Paupar, expressed upstream of, and antisense to, the key neuro-developmental regulator gene Pax6. Employing shRNA-mediated 'knockdown' of Paupar coupled to microarray profiling, the authors suggest its involvement in gene expression in neural cells, either by up- or down-regulation of significantly enriched genes categorized by their ontology. The morphological phenotype of Paupar knockdown cells agrees with Paupar playing a role in controlling neural developmental programs. In addition, it appears that Paupar represses the expression of the associated Pax6 gene in a transcript level-dependent manner. Since Pax6 is a major neuro-developmental regulator, the possibility is considered that part of the Paupar transcriptional response may be indirectly via Pax6, thus, common and distinct transcriptional targets are dissected. Interestingly, Paupar also has some Pax6-independent transcriptional targets. Importantly, the recently established CHART-Seq technology is used to map binding sites of Paupar RNA genome wide, addressing the question whether also a long-distance trans-regulator function is present. Indeed, ~2850 genome-wide binding sites are identified preferentially within promoters and 5'UTRs.

### Major concerns

1. In order to demonstrate a role of Paupar as a trans-regulator, the authors utilize luciferase reporter assays and show that a few cloned candidate binding sites of Paupar provide regulatory potential,

which - in some cases - is also dependent on cellular levels of Paupar RNA. While implying a function of the respective Paupar binding sites, this analysis does not prove that the observed reporter regulation is exerted via direct binding of Paupar to the candidate regions. Since the stated novelty of this study is to verify a trans-acting role for a lncRNA, I think that more analysis is required at this point; e.g.

- i) bioinformatics analysis of the Paupar binding sites aiming to identify any motif(s) that would support a significant 'recognition' by Paupar RNA (as also predicted by the demonstrated RNaseH sensitivity).
- ii) mutagenesis of presented cases that would abrogate Paupar binding to DNA and consequently affect reporter regulation.
- iii) in vitro validation of Paupar binding to identified DNA sequences (e.g. mobility shift assays).

2. One always wonders how ncRNAs that are supposed to associate with chromatin to exert their function can be downregulated by shRNAs. Would it not be expected that primarily the nonfunctional cytoplasmic (and perhaps nucleoplasmic) pool(s) would be depleted? At a minimum the author should demonstrate that levels of chromatin-associated Paupar declines upon shRNA administration.

3. What is the estimated copy number of Paupar per cell and is this compatible with the proposed function?

Referee #3

The manuscript by Vance et al. describes the characterization of a long noncoding RNA termed Paupar, which is predominantly expressed in the brain. The authors contend that Paupar could regulate both its neighboring genes particularly pax6 and additional genomic sites through a trans-mediated mechanism.

Major comments:

1-If the authors contend that Paupar functions in trans as is suggested by the CHART-seq data; then they should show that

- A) Paupar over-expression effects the expression of similar gene-expression program as the KD of pauper. Off course the down regulated genes should be upregulated and vice versa.
- B) Paupar over-expression (perhaps they could remove the 20 or so nucleotide targeted by shRNA) should rescue the cell cycle defect (Figure 2D) and neurite outgrowth Figure 2F.
- C) They should perform structure/function analysis on Pauper determining the functional domains using expression analysis on Pax6 and other targets and whether the evolutionary conserved pieces are required for function.

2- the overlap between the pauper KD gene expression changes by array and the bound sites using pauper CAHRT is quite poor. From 3170 sites about 242 are effected by Paupar KD. Is there a difference between the sites that are functionally affected and those that not. Are the sites affected have a higher level of gene expression; Are they up or down regulated upon Paupar knock-down. It is difficult to know whether Paupar is an activator or repressor of transcription.

3- The authors show that Pauper interacts with Pax6, does it effect Pax6 chromatin residence? They could assess this by KD and over-expression of Paupar at many of Pax6 tagtes.

4- Frankly, it is difficult to interpret figure 6. Is there anything different between E2F2 site and E2F7 that result in differences in expression; Are there complementary sequences to Paupar in either of the putative Paupar binding sites. While the authors show that the E2F2BS site act as an activator (Figure 6A), Paupar KD result in increased expression Figure 2B, suggesting that Paupar is supposedly keeping the enhancer silent, this is a new mechanism of enhancer regulation which needs much more experiments to correctly decipher. Moreover, KD of Paupar resulting in the changes in SOX2BS and Hes1BS are so very small. I suggest removing this figure and performing complementary experiments with endogenous binding sites assessing gene expression changes and

changes in chromatin signatures.

1st Revision - authors' response

28 October 2013

Referee #1

Vance et al report the characterization of *Paupar*, a lncRNA upstream of the *Pax6* transcription factor genes. The authors show that *Paupar* is a chromatin-associated lncRNA enriched in brain and neural stem cells. *Paupar* appears to regulate the balance between proliferation and neuronal differentiation. Knockdown of *Paupar* and *Pax6* suggest that *Paupar* affects *Pax6* expression, and the two factors co-regulate target genes together. The authors further map the genome-wide binding sites of *Paupar*, and show that some of these elements are sufficient to confer repression in a transcript-dependent manner. Overall this is a significant contribution that should be published upon addressing the following points.

Thank you for these positive comments.

1. The authors make the claim that this work is the first to study distantly located lncRNA binding sites (p.3, and again in Discussion). However, this statement is incorrect with respect to well studied lncRNAs such as *roX2*, *HOTAIR*, and more recently *Jpx*. The first application of genome-wide RNA location analysis was by Chu et al. and Simon et al. (cited by the authors). They mapped *roX2* binding genome-wide, and found that *roX2* occupied Chromosome Entry Sites (CES) on X-chromosome; CES are known to recruit the dosage compensation machinery in trans when knocked into autosomes. *Jpx* site of action was recently found to be a specific CTCF site. The text should be revised to give due credit for prior work and avoid hyperboles (this paper is perfectly fine without them).

We had not, of course, intended to overstate the novelty of this research and now have taken care to revise the manuscript including by removing the claim 'that this work is the first to study distantly located lncRNA binding sites'. We have expanded the Introduction citing further examples of trans-acting lncRNAs and have ensured that we now include a more detailed description of *roX2*, *Terc* and *Hotair* genomic binding on page 16 of the Discussion of the revised manuscript.

2. The authors were able to see effects with 52% reduction of *Paupar* level, which is a bit of a surprise. Is this related to the fact that *Pax6* is haploinsufficient? The authors should at least comment on this unexpected sensitivity to *Paupar* level.

We also, at first, found it surprising that a 52% reduction in *Paupar* transcript levels had such a profound effect on gene expression. We believe that this is associated with the haploinsufficiency and dosage-sensitivity of *Pax6* (as mentioned in the Introduction). We now state in the Discussion (page 15) that "The widespread effect on over 900 genes when *Paupar* transcript levels were reduced by 52% may be associated with the haploinsufficiency and dosage-sensitivity of *Pax6*".

3. The broad *Paupar* binding sites can be up to 1 kb, which will contain many elements with complex and secondary effects. This should be discussed and at least acknowledged.

Agreed. We have since investigated further potential mechanisms of *Paupar* genomic targeting and have performed a refined motif analysis of *Paupar* CHART-Seq peaks. While we did not find enrichment of sequences complementary to *Paupar* within the *Paupar* Chart-Seq peaks (Methods, data not shown), we rediscovered the binding site motifs of several known transcription factors, including that of *Pax6* (Supplementary Figure 5, Supplementary Table 7) enriched within *Paupar* CHART-Seq peaks. We suggest that *Paupar* is not targeted to the genome through direct RNA-DNA interactions but instead interacts with multiple different transcription factors in a context specific manner (page 10). In accordance with this, we show that *Pax6* and *Paupar* co-occupy a specific subset of binding sites on the genome (Figure 6B).

4. The de-repression of reporter genes upon *Paupar* knockdown and the fact that *Paupar* binds to *Pax6* suggests that *Paupar* may titrate *Pax6* or another positive factor away from DNA. This would be similar to the mechanism described for *PANDA* and its partner *NFYA*, *Jpx* for CTCF, and *Lethe* for NF- $\kappa$ B. If the authors can test this idea it may unify several observations in this paper.

We agree that this is an important experiment. Consequently, we performed ChIP-qPCR analysis at a set of *Paupar*-bound regions and showed that *Paupar* and *Pax6* co-occupy binding sites within the

regulatory regions of genes whose expression are controlled by both *Pax6* and *Paupar* (Figure 6B). We then performed ChIP-qPCR to determine Pax6 occupancy at a number of these sites upon *Paupar* knockdown. This approach has been used previously to study the effect of PANDA knockdown on NFYA occupancy, RMST knockdown on Sox2 genomic binding and PRNCR1 and PCGEM1 knockdown on AR binding. Our results show that *Paupar* knockdown does not affect Pax6 chromatin residency (Supplemental Figure S7). In a similar manner, knockdown of the PRNCR1 and PCGEM1 lncRNAs does not affect binding of the AR to its target sites and instead PRNCR1 and PCGEM1 are involved in recruiting transcriptional co-factors to the AR (Yang et al, 2013).

## Referee #2

Vance et al. examine the functional potential of the conserved lncRNA *Paupar*, expressed upstream of, and antisense to, the key neuro-developmental regulator gene *Pax6*. Employing shRNA-mediated 'knockdown' of *Paupar* coupled to microarray profiling, the authors suggest its involvement in gene expression in neural cells, either by up- or down-regulation of significantly enriched genes categorized by their ontology. The morphological phenotype of *Paupar* knockdown cells agrees with *Paupar* playing a role in controlling neural developmental programs. In addition, it appears that *Paupar* represses the expression of the associated *Pax6* gene in a transcript level-dependent manner. Since *Pax6* is a major neuro-developmental regulator, the possibility is considered that part of the *Paupar* transcriptional response may be indirectly via *Pax6*, thus, common and distinct transcriptional targets are dissected. Interestingly, *Paupar* also has some *Pax6*-independent transcriptional targets. Importantly, the recently established CHART-Seq technology is used to map binding sites of *Paupar* RNA genome wide, addressing the question whether also a long-distance trans-regulator function is present. Indeed, ~2850 genome-wide binding sites are identified preferentially within promoters and 5'UTRs.

We agree that our CHART-Seq results were important for elucidating *Paupar* function. The binding profiles for only a small number of lncRNAs have thus far been determined and not all of these have additionally intersected CHART-Seq results with expression profiling to identify bound and regulated genes.

## Major concerns

1. In order to demonstrate a role of *Paupar* as a trans-regulator, the authors utilize luciferase reporter assays and show that a few cloned candidate binding sites of *Paupar* provide regulatory potential, which - in some cases - is also dependent on cellular levels of *Paupar* RNA. While implying a function of the respective *Paupar* binding sites, this analysis does not prove that the observed reporter regulation is exerted via direct binding of *Paupar* to the candidate regions. Since the stated novelty of this study is to verify a trans-acting role for a lncRNA, I think that more analysis is required at this point; e.g.

i) bioinformatics analysis of the *Paupar* binding sites aiming to identify any motif(s) that would support a significant 'recognition' by *Paupar* RNA (as also predicted by the demonstrated RNaseH sensitivity).

ii) mutagenesis of presented cases that would abrogate *Paupar* binding to DNA and consequently affect reporter regulation.

iii) in vitro validation of *Paupar* binding to identified DNA sequences (e.g. mobility shift assays).

In the interests of clarity, we would like to emphasise that CHART-Seq does not provide information about the nature of *Paupar*'s interaction with chromatin. This is because the protocol uses anti-sense oligonucleotides to purify target lncRNAs and their associated chromatin complexes, and the RNaseH elution step in the protocol digests RNA that is directly interacting with the anti-sense DNA probes. Both direct and indirect genomic associations are therefore identified using this approach. Targeting of *Paupar* could therefore be accomplished through direct base pairing with complementary DNA sequences, through RNA-RNA interactions at transcribed loci or indirectly through its association with sequence-specific DNA-binding transcription factors such as *Pax6*.

As suggested, we have now performed an indepth motif analysis of CHART-Seq peaks. We first used local alignment to search for sequences complementary to *Paupar* within the CHART-Seq peaks. This analysis (described in the Methods) did not discover an enrichment of *Paupar* complementary sequences compared to control size matched regions located upstream and downstream of the peaks. This suggested that *Paupar* is not targeted to the genome through direct

RNA-DNA interactions. We then performed separate motif discovery and enrichment analyses utilising the Meme-ChIP and AME algorithms. We discovered the presence of a motif closely resembling a known Pax6 binding motif in 9.2% of the top 500 peaks (Supplementary Figure 5C), and observed enrichments for binding motifs of several known neural transcription factors in *Paupar* bound sequences (Supplementary Table 7).

Together with our data showing that *Paupar* associates with Pax6 protein (Figure 6A) and that *Paupar* binding sites are enriched at genes regulated by both Pax6 and *Paupar* (Supplemental Figure S6), the presence of the Pax6 binding motif suggests that *Paupar* is recruited to a subset of its genomic targets through an interaction with the Pax6 transcription factor. Independently, we used ChIP-qPCR to test Pax6 occupancy at a set of *Paupar* binding sites and now show in Figure 6B that Pax6 and *Paupar* specifically co-occupy binding sites within the regulatory regions of genes whose expression change upon Pax6 and *Paupar* knockdown.

2. One always wonders how ncRNAs that are supposed to associate with chromatin to exert their function can be downregulated by shRNAs. Would it not be expected that primarily the nonfunctional cytoplasmic (and perhaps nucleoplasmic) pool(s) would be depleted? At a minimum the author should demonstrate that levels of chromatin-associated *Paupar* declines upon shRNA administration.

In response, we have now performed biochemical fractionation of N2A cells in which *Paupar* levels were depleted by transfection of a shRNA expression vector. We compared the relative amount of *Paupar* transcript in depleted cells to control cells transfected with a non-targeting shRNA (Supplemental Figure S2A). Results demonstrate that shRNA transfection can reduce the levels of chromatin associated *Paupar*.

3. What is the estimated copy number of *Paupar* per cell and is this compatible with the proposed function?

As suggested, we compared *Paupar* expression in a defined number of N2A cells to a standard curve of known *Paupar* copy number (generated by spiking RNA from ES cells, which do not express *Paupar*, with *in vitro* transcribed *Paupar* transcript). Our estimate is that *Paupar* is expressed at an average of 15 copies per N2A cell (Supplemental Figure S1B). As each CHART pull down is performed using approximately  $8 \times 10^7$  N2A cells these data indicate a stoichiometry of *Paupar* that is compatible with its proposed function as a *trans*-acting regulator of gene expression albeit differently in different cells.

#### Referee #3

The manuscript by Vance et al. describes the characterization of a long noncoding RNA termed *Paupar*, which is predominantly expressed in the brain. The authors contend that *Paupar* could regulate both its neighboring genes particularly *pax6* and additional genomic sites through a trans-mediated mechanism.

#### Major comments:

1-If the authors contend that *Paupar* functions in trans as is suggested by the CHART-seq data; then they should show that

A) *Paupar* over-expression effects the expression of similar gene-expression program as the KD of *pauper*. Off course the down regulated genes should be upregulated and vice versa.

As suggested by the Reviewer, we performed *Paupar* over-expression experiments and used qRT-PCR to profile for expression changes in a set of candidate *Paupar* targets (Supplemental Figure S2C). Six of the eleven targets assayed yielded a clear dose-dependent effect upon *Paupar* overexpression. The ability of *Paupar* to induce gene expression changes when expressed from a plasmid therefore provides additional evidence that *Paupar* functions as a *trans*-acting transcriptional regulator.

Four of these genes (*Pax6*, *Sox1*, *E2f2*, *Cdc6*) were up-regulated upon *Paupar* knockdown and down-regulated following *Paupar* overexpression as would be expected, while a further two genes (*Suv39h1*, *Vamp1*) were down-regulated in both knockdown and overexpression experiments. It is far from surprising that *Paupar* overexpression did not induce expression changes in all genes tested and that the directionality of the expression changes between the knockdown and overexpression

experiments were not consistent in each case. An absence of expression change can be explained if *Paupar* is already bound to its genomic targets in N2A cells and if binding is saturated. Equivalent expression changes upon either knockdown or overexpression could be explained if *Paupar* overexpression has a dominant negative effect by titrating away a factor that is required for endogenous *Paupar* function. In addition, the required stoichiometry of co-factors may not be achieved for the over-expressed transcript to function effectively at all of its targets.

B) *Paupar* over-expression (perhaps they could remove the 20 or so nucleotide targeted by shRNA) should rescue the cell cycle defect (Figure 2D) and neurite outgrowth Figure 2F.

As our additional experiments (described above) revealed that *Paupar* overexpression does not in all cases result in reciprocal expression changes compared to the knockdown experiment we were concerned that overexpression experiments to rescue the cell cycle and neurite outgrowth effects would not necessarily provide clear and unambiguous findings.

A failure of over-expressed *Paupar* to rescue the knockdown effects would not necessarily imply that *Paupar* is unable to function in *trans* and could, instead, reflect a dependency on the precise levels of *Paupar* used in the assay. This would complicate the interpretation of the data. Furthermore, it would be difficult to precisely control the levels of over-expressed *Paupar* due to the presence of the shRNA expression construct in the knockdown cells. While the Reviewer suggests that we could remove the 20 nucleotides targeted by the shRNA, the functional domains of *Paupar* have not been mapped and such a deletion could result in uninterpretable functional changes.

C) They should perform structure/function analysis on *Pauper* determining the functional domains using expression analysis on Pax6 and other targets and whether the evolutionary conserved pieces are required for function.

We agree that such an analysis would further our understanding of *Paupar* function. However, the design of experiments mapping the transcriptional regulatory domains of *Paupar* would need to consider the gain or loss of binding to known protein interaction partners and/or *Paupar* genomic recruitment to further understand its mode of action. These experiments lie beyond the scope of the present study.

2- the overlap between the pauper KD gene expression changes by array and the bound sites using pauper CAHRT is quite poor. From 3170 sites about 242 are effected by *Paupar* KD. Is there a difference between the sites that are functionally affected and those that not. Are the sites affected have a higher level of gene expression; Are they up or down regulated upon *Paupar* knock-down. It is difficult to know whether *Paupar* is an activator or repressor of transcription.

To gain a more detailed understanding of *Paupar* function we examined the expression levels of *Paupar*-bound and -regulated genes. This analysis revealed that *Paupar* peaks are associated with genes that tend to be more highly expressed (Supplemental Figure S6). As suggested, we then hierarchically clustered the expression changes for *Paupar*-bound and -regulated genes. 202 out of 242 of these genes are down-regulated upon *Paupar* knockdown which indicates that *Paupar* functions as an activator at the majority of these sites (Figure 5F). The remaining 40 genes that are up-regulated upon *Paupar* knockdown suggest that *Paupar* can also function as a repressor at a subset of sites.

It is encouraging that the intersection between gene expression changes upon *Paupar* knockdown and *Paupar*-bound regulatory regions is comparable to those discovered in similar experiments for transcription factors that combine ChIP-Seq binding data with gene expression changes. In transcription factor ChIP experiments it has been shown that binding does not always correlate with function. For example, only a minority of regions bound by the key neuronal transcription factor REST are functional (Johnson et al, 2008). We also note that the gene expression changes profiled in our array experiments represent both direct and indirect effects and consequently we do not expect all regulated genes to be bound by *Paupar*.

3- The authors show that *Pauper* interacts with Pax6, does it effect Pax6 chromatin residence? They could assess this by KD and over-expression of *Paupar* at many of Pax6 tagets.

In response, by first performing ChIP-qPCR experiments to measure Pax6 occupancy at a number of *Paupar* binding sites we identified genomic regions that are co-occupied by both *Paupar* and Pax6. These additional results are displayed in Figure 6B of the revised manuscript.

We then performed Pax6 ChIP experiments to determine Pax6 occupancy at a number of these sites upon *Paupar* knockdown. We used two independent targeting constructs in these experiments and

found that *Paupar* knockdown did not affect Pax6 chromatin residency (Supplemental Figure S7). We note that a recent study has shown that knockdown of the androgen receptor interacting PRNCR1 and PCGEM1 lncRNAs similarly had no effect on androgen receptor chromatin occupancy (Yang et al, 2013).

4- Frankly, it is difficult to interpret figure 6. Is there anything different between E2F2 site and E2F7 that result in differences in expression; Are there complementary sequences to *Paupar* in either of the putative *Paupar* binding sites. While the authors show that the E2F2BS site act as an activator (Figure 6A), *Paupar* KD result in increased expression Figure 2B, suggesting that *Paupar* is supposedly keeping the enhancer silent, this is a new mechanism of enhancer regulation which needs much more experiments to correctly decipher. Moreover, KD of *Paupar* resulting in the changes in SOX2BS and Hes1BS are so very small. I suggest removing this figure and performing complementary experiments with endogenous binding sites assessing gene expression changes and changes in chromatin signatures.

The reporter assays whose results are shown in Figure 6 are important because they illustrate the ability of *Paupar* to function in a *trans*-acting manner. These experiments indicate that *Paupar* depletion induces changes in the transcriptional activity of its binding sites when located in an episomal plasmid in a transiently transfected reporter. We do not yet fully understand why some sites respond to *Paupar* depletion while others do not, yet these differences are likely to reflect contrasting mechanisms of transcriptional regulation by which lncRNAs function. Reviewer 1 states that *Paupar* binding sites “will contain many elements with complex and secondary effects”, and we believe this appropriately summarises the complexity of this issue. Our future experiments will be specifically addressing this issue.

We do not interpret the resulting changes in the activity of the *Sox2* and *Hes1* BS reporters upon *Paupar* knockdown as being insubstantial. Insertion of each of these *Paupar* BSs into the reporter resulted in a large, approximately 50%, reduction of SV40 promoter activity. When investigating the effect of *Paupar* knockdown we therefore consider it important to reflect on the effect of *Paupar* knockdown in relation to the activity of the binding sites: in other words, how much of this 50% repression is abolished. Knockdown of *Paupar* reduces repressive activity of the *Sox2* BS by approximately 50% and the *Hes1* BS repressive activity by about 30%. These are substantial changes in the ability of these elements to function as repressors. Furthermore, the observed effect is clearly dependent on *Paupar* transcript levels. We agree that the ability of *Paupar* to restrict the activity of the *E2f2* enhancer is of considerable interest. Studies have shown that transcriptional enhancers are bound by both positively and negatively acting factors and that repressors play a role in restricting the overall transcriptional output (Arnosti & Kulkarni, 2005).

To further understand *Paupar* genomic targeting and mode of action we have now performed MEME motif analysis and used a local alignment approach to search for sequences complementary to *Paupar* within CHART-Seq peaks. This did not yield an enrichment of *Paupar* complementary sequences compared to control size matched regions located upstream and downstream of the peaks. This suggests that *Paupar* is not targeted to the genome through direct RNA-DNA interactions. Indeed, our motif enrichment findings are consistent with an indirect recruitment mechanism where *Paupar* is targeted to the genome through several sequence specific DNA binding protein intermediates including Pax6 (see above). In accordance with this, we now show in Figure 6B that Pax6 and *Paupar* co-occupy binding sites within the regulatory regions of genes whose expression change upon Pax6 and *Paupar* knockdown. In combination with the findings that *Paupar* and Pax6 physically interact and that *Paupar* knockdown does not affect Pax6 genomic occupancy the data are consistent with a model in which Pax6 assists in the genomic targeting of *Paupar*.

## References

- Arnosti DN, Kulkarni MM (2005) Transcriptional enhancers: Intelligent enhanceosomes or flexible billboards? *J Cell Biochem* **94**: 890-898
- Johnson R, Teh CH, Kunarso G, Wong KY, Srinivasan G, Cooper ML, Volta M, Chan SS, Lipovich L, Pollard SM, Karuturi RK, Wei CL, Buckley NJ, Stanton LW (2008) REST regulates distinct transcriptional networks in embryonic and neural stem cells. *PLoS Biol* **6**: e256

Yang L, Lin C, Jin C, Yang JC, Tanasa B, Li W, Merkurjev D, Ohgi KA, Meng D, Zhang J, Evans CP, Rosenfeld MG (2013) lncRNA-dependent mechanisms of androgen-receptor-regulated gene activation programs. *Nature* **500**: 598-602

2nd Editorial Decision

15 November 2013

Thank you for submitting the revised version of your manuscript to our editorial office; it has now been seen by one of the original referees whose comments are shown below.

As you will see, this referee finds that the experimental data provided in the revised manuscript is sufficient to address the major concerns raised for the original manuscript. However, the referee does ask you to carefully revise the discussion to more clearly acknowledge the remaining open questions regarding the mechanism of action for *Paupar*.

Thank you again for giving us the chance to consider your manuscript for The EMBO Journal, I look forward to your revision.

## REFeree REPORT

### Referee #2

In the submitted revision, Vance et al. have addressed most of the reviewers' concerns. Given the somewhat unclear mechanism of *Paupar* function, I suggest the authors clarify their model/thoughts as much, and as precise, as possible in a revised Discussion. In doing so, the paper should make an interesting contribution to the lncRNA literature.

2nd Revision - authors' response

21 November 2013

We now submit a modified version of the manuscript in which we have carefully revised the discussion as suggested and have added a paragraph describing our model for *Paupar* mode of action. In it we state that 'Our data are consistent with a model in which *Paupar* is indirectly targeted to the genome through RNA-protein interactions with multiple different neural transcription factors including PAX6. In accordance with this, we discovered a motif resembling a known PAX6 DNA binding motif within approximately 9% of the 500 top-scoring *Paupar* bound sequences and showed that *Paupar* and PAX6 co-occupy specific genomic sites within the regulatory regions of genes whose expression change upon both *Pax6* and *Paupar* knockdown. Furthermore, our data show that *Paupar* does not affect PAX6 chromatin occupancy and suggest that *Paupar* may regulate the association of PAX6 with its transcriptional cofactors to control target gene expression'.

How the deposited data were processed for this re-analysis (not part of the article)

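Genomic binding of *Paupar* was measured by CHART-Seq in N2A cells with 2 *Paupar* pull-downs, 2 *LacZ* control pull-downs and 1 input DNA library, which were mapped to their conditions by their labels and by the methods of the paper. The authors mapped the reads to mm9 with bowtie, called peaks with MACS2 and kept the peaks found both against the matched *LacZ* control and against input DNA. The authors deposited a list of 2849 peaks with a position and a score for each. The paper's methods give a filter on −log10 q for the calls, and every score of the list lies above its limit, but neither the list nor Supplementary Table 4 says that the score is −log10 q, so it is called a score here and was used only to rank and filter peaks. The depth of the libraries is unknown from the list, there are no values per library, and intervals cover counting error only. With a single list, replicates could be neither compared nor left out in turn.

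All values were computed from this list, from the NCBIM37 genome and its annotation (the assembly that mm9 denotes) and from the gene lists, primers and tables in the paper's supplementary files. The 1032 probes of the *Paupar* list in Supplementary Table 2 gave 907 genes by identifier and 16 more by gene name only, and 31 probes were matched to no protein-coding gene; for the 969 probes of the *Pax6* list these numbers were 903, 10 and 19. The copy of Supplementary Table 4 used here holds 929 of the 2849 peaks, on another assembly, and no test was run on it. A simulation placed each peak with its width at random 10000 times in unambiguous sequence of the same regional GC bin (8 bins, 100 kb windows), over the genome for the numbers per chromosome and on the same chromosome for other tests, and p-values were two-sided and empirical. These are called permutation p-values, as it is the positions of the peaks that are permuted; they treat peaks, not libraries, as the units. For the gene lists, peaks were placed within regulatory domains, from 5 kb upstream to 1 kb downstream of the gene start and extended to the next domain or by at most 1 Mb. Matches in sequence were exact and read on both strands. Fisher's exact test and permutation tests with 100000 resamples were two-sided. The sign test planned for complementarity assumes 50%, which does not hold against the mean of 2 regions with skewed match lengths, so the 3 regions of each peak were permuted 10000 times in its place, a choice made after seeing the data. The threshold was 0.05, and Benjamini-Hochberg adjustment was applied within each family.

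The steps were tested on simulated data. Of 40 random sets of peaks, 1 gave a p-value under 0.05 for start sites, a consensus planted in 100 of 1000 windows was found in 100, a match planted in 150 of 500 sequences was found in 150, and of 2080 6-mers in random windows 0 were called.

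The genes and sites named in the text follow a rule set before the data were examined: every gene the paper names beside CHART-Seq peaks, the 5 peaks with the highest score, the 3 widest peaks, the 5 bound genes with the largest change on *Paupar* knockdown, every chromosome past an adjusted p-value of 0.05, and the 10 most enriched 6-mers. Genes under Gene Ontology terms beyond these were chosen after their values were seen. A site that the paper cloned is not reported here. Of the genes reported, *Cdc6* and *Gas6* had no peak in their regulatory domain, and the annotation used here has no gene named *Sox1*. The alternatives tried before and after the data were examined are given in the closing observations. DNase I hypersensitivity sites, regulatory elements, microarray values, chromatin immunoprecipitation and reporter assays were not analysed here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1 were used.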

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

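No test in this part was chosen after its result was seen. Among the 5 peaks with the highest scores, 4 hold no site that the paper amplified or cloned, and the paper's text does not discuss them. They lie on chromosome 15 from 100745135 to 100754577 (score 305.37, intergenic, 14004 bp upstream of *Scn8a*), on chromosome 6 from 4710518 to 4715214 (score 151.88, in the 3′ flank of a gene, 15560 bp downstream of the start of *Peg10*), on chromosome 12 from 70710145 to 70715391 (score 133.32, in an intron of *Sos2*) and on chromosome 4 from 154426616 to 154431391 (score 127.47, intergenic, 11741 bp upstream of *Plch2*). The remaining one, with rank 3 by score, is the peak on chromosome 8 that holds the cloned *Sox1* site. The median score of all peaks was 12.69.

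Matches to the capture oligonucleotides cannot be told apart from chance matches in these 5 peaks: the longest match was longer than in both neighbouring regions of the same size in 1 of the 5, but regions this wide hold matches of such lengths by chance (median 9 nt in the peaks and 9.5 nt in the neighbouring regions). Low mappability was not a general property of them, since between 85.6% and 93.9% of the 50-mers of the 4 peaks occur once in the genome, against 53.7% for the peak on chromosome 8. Tandem repeats cannot be told apart from a chance difference: the share of 12-mers occurring more than once within the peak was higher by 5.17 percentage points in the median than in 128 other peaks of at least 2 kb (permutation p = 0.59), and 5 peaks are too few to decide. Extra copies of these regions in N2A cells and binding of *Paupar* itself remain open, as the list gives no coverage per library. No biological explanation was tested.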

How the results depend on the processing

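No paired analysis was possible because the peaks come as a single list without values per library, although the *Paupar* and *LacZ* libraries share replicate numbers. Replicates were not left out in turn for the same reason. The alternatives were set before the data were examined, except the one without peaks that match a capture oligonucleotide and the comparisons with a single neighbouring region, which were chosen after seeing the data. Of 282 comparisons of a result with its value under an alternative, 230 kept their direction and their side of the threshold, or stayed within the limits set for a count or a share.

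The depletion on the X chromosome (0.178 to 0.377 of the expectation), the excess near start sites (1.41 to 4.02), in 5′ UTRs (2.04 to 3.20) and in 5′ flanks (1.47 to 3.49), the share of lower genes among bound genes (odds ratio 2.01 to 3.41), the fold for the *Paupar* list (1.18 to 1.30), the complementarity test (29.7% to 32.9%) and the close spacing of peaks (1.41 to 3.88) kept their direction and stayed past the threshold under every alternative set before the data were examined.

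Other results depended on the setting, and the cause was not tested except where the setting itself gives it. With a score of at least 10, 76.0% of peaks were 200 to 1000 bp wide, the fold in coding sequence was 0.711 (no longer past the threshold) and chromosome 12 went to 1.00. With peaks within 10 kb merged, 3′ UTRs were at 0.643, now past the threshold, and introns at 1.00. With any overlap counted, 3′ UTRs were at 0.768 and 3′ flanks at 1.18, both now past the threshold, and introns at 1.01. Without GC bins, coding sequence was at 0.880 (no longer past it) and 3′ UTRs reversed to 1.07. Under the same setting 3′ flanks rose to 1.50 and introns reversed to 1.15, both now past the threshold. With peaks within 100 kb merged, chromosome 3 reversed to 1.04, and with chromosome length alone chromosomes 1 and 5 reversed to 0.976 and 1.04.

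Gene assignment mattered for the knockdown lists. With domains extended by at most 100 kb, the folds were 1.10 for *Pax6* and 1.21 for both lists, no longer past the threshold, and 43 genes of both lists were bound. With the nearest TSS, which gives fewer genes per peak, 2221 genes were associated with peaks, 150, 145 and 40 genes of the *Paupar*, *Pax6* and both lists were bound, and the fold for both lists was 1.29, not past the threshold.

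For the PAX6 site, 0.2% and 56.2% of windows had a match with at most 1 and at most 3 mismatches. The odds ratio was 1.06 over all peaks and 0.551, past the threshold, against shuffled windows. Against shuffled windows 71 6-mers were enriched, and CAGGGG and ATGATG reversed to 0.871 and 0.975; over all peaks, where more windows were tested, 129 were enriched. For matches of at least 14 nt to a capture oligonucleotide, found in 1 peak and 0 neighbouring regions, the odds ratio with 0.5 added to each cell was 6.00 (Fisher's exact test, p = 0.33). Without the peaks that match a capture oligonucleotide, introns, chromosome 11 and chromosome 12 crossed 1, to 1.01, 0.969 and 1.03.

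Among single chromosomes and single 6-mers, 14 further values were no longer past the threshold and 3 newly passed it. As the depth of the libraries is unknown, weak sites that were not called cannot be told from sites that are not bound.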

Differences from the paper's values

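Under the main settings, none of the 40 paper values set beside a value computed here differed by more than 1.5 times. This limit says little, since the number of peaks could not differ and folds near 1 rarely pass it. Values from the paper's figures were read by eye. Under alternatives some values differed by more than 1.5 times. With the nearest TSS only, 150 genes of the *Paupar* list were bound, against 242 in the paper. With flanks of 1 kb, the fold in 5′ flanks was 3.49, against 1.5 in the paper's figure. For the PAX6 motif, the paper's share is 9.2%, for the motif that its own search found. Here a published form was used, so the shares are not the same measure. With at most 2 mismatches it was present in 7.8% of the central windows and 9.4% of the windows outside the peaks. The share in central windows was 0.2% with at most 1 mismatch and 56.2% with at most 3. On the X chromosome the paper's fold is 0.3356 and the value here 0.346, both with 1 added to the observed and the expected number, which is the scale on which the folds of Supplementary Table 5 lie. For the mitochondrial sequence the plain ratio of 1 peak to its expectation was 385, and on that scale 1.99 against the paper's 1.994. The paper gives 242, 254 and 71 bound genes for the *Paupar*, *Pax6* and both lists, and 234, 237 and 65 were found here.

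Some calls went differently. Chromosome 17 is not called in Supplementary Table 5, and here it held 0.774 of the expected peaks (adjusted permutation p = 0.019). It was not past the threshold among peaks of at most 1 kb (0.813), with peaks within 100 kb merged (0.814) or with chromosome length alone (0.908). The same held without the peaks that match a capture oligonucleotide (0.823), an alternative chosen after seeing the data. Fig. 4E marks introns as depleted and leaves intergenic sequence unmarked. Here introns were at 0.995 (adjusted permutation p = 0.83) and not significantly below 1 under any alternative. Without GC bins they were significantly above 1, at 1.15 (adjusted permutation p = 0.00028). Intergenic sequence was at 0.939 (adjusted permutation p = 0.0052) and past the threshold under all alternatives set before the data were examined.

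The paper describes the fragments it cloned as binding sites. Here 8 of the 11 cloned products overlapped a peak of the deposited list. The products of both *E2f7* sites and of the shorter *Kdm7a* site overlapped none. Of the 16 pairs of primers used for qPCR at binding sites and control regions, 13 amplify a place that overlaps a peak. Both control regions do not, nor does the site of *Gas6* on chromosome 8 from 13592274 to 13592497, which lies 50462 bp from the nearest peak. The paper lists 19 genes under positive regulation of insulin secretion as bound, and 17 were bound here. No other setting was tried for these overlaps.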

Other observations

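The test of full-length matches at the *Paupar* locus, the test of the CACCC box and the test of splitting at distances within 10 kb were chosen only after their results were seen; the tests of base composition, of transcript windows, of the place of matches within peaks and of ATC repeats were set down after the enrichment of matches and 6-mers had been seen. All were run on the data in which the patterns were found.

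Peaks shared stretches with the *Paupar* capture oligonucleotides more often than their neighbouring regions of the same size. A match of at least 12 nt was present in 1.76% of peaks and 0.544% of neighbouring regions (odds ratio 3.27, Fisher's exact test, p = 1.7e-07), and a match of at least 10 nt in 24.5% and 10.2%. In 4 groups of peaks by score, the share with a match of at least 10 nt was 24.3% in the group with the lowest scores, against 8.42% of its neighbouring regions, and 27.8% in the group with the highest, against 15.1%. Peaks of these groups had median widths of 433 and 842 bp, and the share in neighbouring regions rose more than the share in peaks. Several explanations can be set aside. Base composition did not give the excess: 0 of 1000 sets of oligonucleotides with the same bases in random order reached the odds ratio, the highest of them 1.65. Sequence shared with the whole *Paupar* transcript did not give it either, as 0.271% of 3327 windows outside the capture sites reached the mean of the 4 sites. A CACCC box in the oligonucleotides was not the only source, since matches of 10 nt without CACCC also had an odds ratio of 2.51 (19.8% and 8.97%, Fisher's exact test, p = 8.3e-44), and 53 of the 60 10-mers of the oligonucleotides were more frequent in peaks. Of 895 matches, 55.1% lay in the central 50% of their peak (exact binomial test, p = 0.0026). Matches within the same peak are not independent, and no control sequence was placed in the same way. Any sequence more frequent at peak centres could give this share, so it does not favour hybridisation. The excess of matches is compatible with a hypothesis in which hybridisation of the capture oligonucleotides to genomic DNA contributed to a part of the peaks. A *LacZ* control with another sequence would not remove such peaks.

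The *Paupar* locus holds the full-length genomic matches to all 4 capture oligonucleotides, and 0 of these 4 lie in a peak; the nearest peak is 108018 bp away. Sequence that cannot be mapped uniquely was not the reason, since 98.8% of the 50-mers of the transcript occur once in the genome. The paper reports enrichment of *Paupar* at this locus. Direct capture by the capture oligonucleotides and its absence cannot be told apart from this locus, because the *Paupar* transcript made there is itself a target of the pull-down and the paper's text does not state whether the locus was left out of the list. Pairing of *Paupar* RNA with DNA at the stretches that the capture oligonucleotides target remains open, because the RNA and the oligonucleotides cover the same sequence and the targeted regions were chosen as accessible. The authors state that their elution with RNase H digests RNA paired with the oligonucleotides. A step that acts on RNA argues against release of DNA held only by an oligonucleotide. How much of such DNA was released was not measured here.

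Several other results were recomputed without these matches. In the 2149 peaks without a match of at least 10 nt, the X chromosome held 0.288 of the expected peaks, the excess within 1 kb of a TSS was 3.11-fold, the folds for the *Paupar*, *Pax6* and both knockdown lists were 1.21, 1.26 and 1.40, and the odds ratio for lower expression among bound genes was 2.77, all on the same side of the threshold as with all peaks. Chromosome 17, at 0.823, was no longer past the threshold (adjusted permutation p = 0.14). The 6-mers CACCCC, ACCCCT, AACTGC, CAGGGG and CCACCC, which lie in the capture oligonucleotides, stayed past the threshold. Their odds ratios were 2.05, 2.26, 1.81, 1.56 and 1.41, against 2.12, 2.30, 1.95, 1.67 and 1.60 with all peaks ranked. Peaks with a match of at least 10 nt were thus not the only source of this 6-mer enrichment. Shorter matches were not removed.

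Simple repeats of ATC were also more frequent in peaks. ATCATCATC was present in 7.48% of peaks and 1.02% of neighbouring regions (Fisher's exact test, p = 2.1e-54). The same repeat in the *Paupar* transcript is not the reason, as the transcript holds 0 copies. No other explanation, technical or biological, was tested for it.

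The X chromosome had fewer peaks and chromosome 8 more peaks than expected. If lower sequencing depth over a single-copy X chromosome were the cause, its peaks might also have lower scores. Their median score was 2.26 higher than that of autosomal peaks (14.9 and 12.7, permutation p = 0.10), a difference within chance. The scores of chromosome 8 were 0.32 higher in the median than those of other autosomes (permutation p = 0.54). Copy number and binding cannot be told apart for either chromosome, since only peaks above a score limit are in the list and the coverage of the input library is not.

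The excess of peaks near start sites was not explained by local GC content of promoters alone, since it was 1.77-fold against positions of the same GC content. Open chromatin, which can raise recovery at promoters whatever the RNA, was not tested. Peaks also lay closer together than expected: 12.5% had another peak within 10 kb, against 3.65% in the simulation, or 3.44-fold. At this distance, splitting of an enriched region by the peak caller and separate binding cannot be told apart, because both give such pairs and merging removes them by construction. Splitting within 10 kb does not account for the wider spacing: after merging peaks within 10 kb, 33.2% still lay within 100 kb of another, 1.21 times the simulated share (permutation p = 0.0002, the smallest that 10000 simulations allow). No biological explanation was tested for the spacing.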
